# Transcriptional changes during hepatic ischemia-reperfusion in the rat

**DOI:** 10.1371/journal.pone.0227038

**Published:** 2019-12-31

**Authors:** Valerie Zabala, Joan M. Boylan, Paul Thevenot, Anderson Frank, Dewahar Senthoor, Varun Iyengar, Hannah Kim, Ari Cohen, Philip A. Gruppuso, Jennifer A. Sanders

## Abstract

There are few effective targeted strategies to reduce hepatic ischemia-reperfusion (IR) injury, a contributor to poor outcomes in liver transplantation recipients. It has been proposed that IR injury is driven by the generation of reactive oxygen species (ROS). However, recent studies implicate other mediators of the injury response, including mitochondrial metabolic dysfunction. We examined changes in global gene expression after transient hepatic ischemia and at several early reperfusion times to identify potential targets that could be used to protect against IR injury. Male Wistar rats were subjected to 30 minutes of 70% partial warm ischemia followed by 0, 0.5, 2, or 6 hours of reperfusion. RNA was extracted from the reperfused and non-ischemic lobes at each time point for microarray analysis. Identification of differentially expressed genes and pathway analysis were used to characterize IR-induced changes in the hepatic transcriptome. Changes in the reperfused lobes were specific to the various reperfusion times. We made the unexpected observation that many of these changes were also present in tissue from the paired non-ischemic lobes. However, the earliest reperfusion time, 30 minutes, showed a marked increase in the expression of a set of immediate-early genes (c-Fos, c-Jun, Atf3, Egr1) that was exclusive to the reperfused lobe. We interpreted these results as indicating that this early response represented a tissue autonomous response to reperfusion. In contrast, the changes that occurred in both the reperfused and non-ischemic lobes were interpreted as indicating a non-autonomous response resulting from hemodynamic changes and/or circulating factors. These tissue autonomous and non-autonomous responses may serve as targets to ameliorate IR injury.

## Introduction

Ischemia-reperfusion (IR) injury is an unavoidable surgical complication that can lead to early graft dysfunction following liver transplantation. In the United States, nearly 40% of patients that entered the liver donor waiting list in 2013 still had not received a transplant within a year, and almost 20% remained on the list in 2017 [1]. This is due, in part, to the shortage of viable livers that can withstand IR injury and be successfully transplanted. Donor livers that do not meet the criteria for transplantation, often due to age or steatosis, are discarded [2, 3]. These circumstances indicate a need for pharmacological therapies that could promote graft survival of marginal livers, thereby increasing the donor pool and reducing patient morbidity.

The IR injury cascade is divided into three stages: ischemia, early reperfusion, and late reperfusion. The duration of ischemia impacts the severity of injury, which begins immediately upon reintroduction of blood and the resulting generation of excess reactive oxygen species (ROS) [4]. The ROS generated at the onset of reperfusion result in both direct cellular damage (necrosis, membrane disruptions) and indirect damage through cellular signaling that induces an inflammatory response [5, 6]. This leads to a biphasic progression of injury. The early phase is characterized by ROS production, parenchyma dysfunction and secretion of pro-inflammatory cytokines, including TNFα and IL-6 [7]. These events lead to the late reperfusion phase, characterized by neutrophil infiltration, which results in further ROS generation, thus compounding hepatic damage [8].

Most therapeutic strategies currently under investigation to attenuate IR injury employ pharmacological agents to disrupt the reperfusion injury cascade [9]. These include rescuing cells from ROS-induced damage by administration of antioxidants, enhancing the clearance of ROS-induced cellular damage through promotion of autophagy, or dampening of the immune response [10–12]. Recent advances in our understanding of hepatic IR injury have revealed mechanisms outside of the well-accepted models of hypoxia and inflammation that contribute to injury progression [13, 14].

Ischemic preconditioning (IPC), a nonpharmacological intervention, has shown promise in achieving a reduction of hepatic IR injury [15]. During IPC, the liver is subjected to short bursts of ischemia before prolonged ischemia. While IPC has been shown to ameliorate liver injury in small animal models, translation to clinical practice has produced mixed results [16–19]. These inconsistent results may be due to variation in IPC protocols. Furthermore, the design of IPC protocols suffers from a fundamental lack of understanding of the mechanisms by which IPC exerts its protective effects. The hormetic effect of ischemia-reperfusion likely involves multiple upstream effectors and responses. A greater understanding of the cellular response to IPC could lead to optimized protocols and targeted approaches to promote hepatocyte survival and preserve liver function during resection and transplantation.

In the present study, we used a rat model of thirty minutes of 70% partial, warm ischemia to investigate changes in global gene expression at multiple time points during early reperfusion [20]. This brief period of ischemia was selected to study changes in the absence of overt hepatic damage. We profiled changes in gene expression and performed pathway analyses to gain insight into molecular mechanisms involved in this sub-injury response. To discern changes in the transcriptome exclusive to IR, we compared changes in gene expression of the reperfused lobes to those lobes that did not experience blood interruption (heretofore referred to as the non-ischemic lobes). We did so to use the non-ischemic tissue as an additional control condition. However, we found that many of the changes that occurred in the reperfused lobe were mirrored in the non-ischemic lobe, indicating the contribution of hemodynamic and/or circulating factors to the IR response in this well-defined and widely used rodent IR model.

## Materials and methods

### Animals

Male Wistar rats (5–6 weeks) were purchased from Charles River Laboratories (Wilmington, MA) and group housed in pairs in a conventional room under standard conditions (mixed paper and cellulose bedding, Nylan bone enrichment, 12 hr light/dark cycle, temperature maintained at 70°F). Rats had free access to food (Teklad global 18% protein diet) and autoclaved water.

A model of 70% warm ischemia followed by reperfusion (Fig 1) was used to generate the following four groups (n≥4): 0 hr (no reperfusion); 0.5 hr reperfusion; 2 hr reperfusion; 6 hr reperfusion; 3 sham-operated animals per corresponding time point. All surgeries were performed mid-morning under isoflurane anesthesia as previously described [21]. Briefly, the abdominal cavity was exposed by a midline incision and the hepatoduodenal ligament (hepatic artery, portal vein, and bile duct) to the left and median lobes was occluded for 30 min using a reversible clamp. This model of warm 70% ischemia and reperfusion was visually confirmed by the blanching and return of the color to the left and median lobes and continuous perfusion of the right and caudate lobes. Sham animals at each time point underwent liver manipulation to mimic the application and removal of an ischemic clamp without blood interruption. Lidocaine was applied to the skin incision. All animals were euthanized by exsanguination under isoflurane anesthesia. All animal studies were performed in accordance with the guidelines of the National Institutes of Health and approved by the Oschner Animal Care and Use Committee.

**Fig 1:**
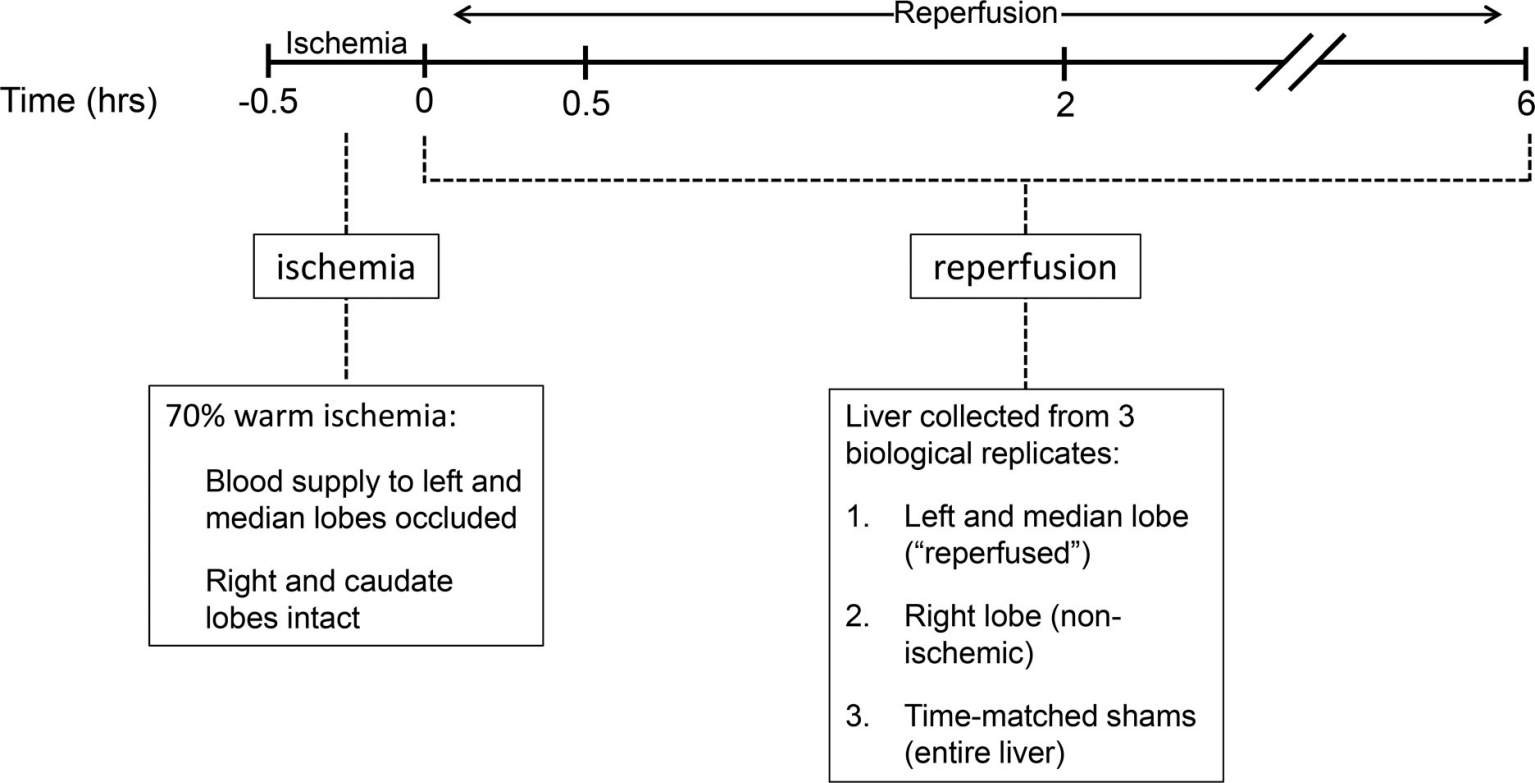
Rat model of 30 minutes of warm 70% ischemia with various reperfusion times. Male Wistar rats (n≥4) were separated into 4 groups based on reperfusion time: 0 hr (no reperfusion), 0.5 hour, 2 hours, and 6 hours. All groups received 30 minutes of warm ischemia by occlusion of blood flow to the left and median lobes (70% of liver). Blood flow to the right and caudate lobes (30% of liver) was not interrupted. Triplicate sham-operated animals were matched at each time point. Left and median lobes are labeled as “reperfused” and right lobes as “non-ischemic.” Randomly chosen triplicate biological replicates from each experimental group and reperfusion time were used for microarray analyses.

### AST/ALT measurements and histological analysis

At each reperfusion time, blood was collected by cardiac puncture and liver was harvested. Sections of each liver lobe (left, medial,right) were either fixed in 10% neutral buffered formalin for subsequent paraffin embedding, or flash frozen in liquid nitrogen and subsequently stored at -80°C. Formalin fixed, paraffin embedded tissues were sectioned (7 μm), stained with hematoxylin and eosin, and scored blindly by Midwest Veterinary Pathology (Lafayette, IN) using a modified Suzuki score as described previously [22]. Serum collected by centrifugation from blood at the time of exsanguination was snap-frozen and stored at -80°C. Serum levels of aspartate aminotransferase (AST) and alanine aminotransferase (ALT) were measured by the Lifespan Pathology Core Facility (Providence, RI) using standard methods on a Beckman Coulter AU 5800 analyzer. AST/ALT measurements at each reperfusion time were compared to all sham animals using a Mann-Whitney test followed by Bonferroni correction. These statistical analyses were performed in GraphPad Prism (San Diego, CA) [23].

### Microarray analysis

RNA was isolated from the right (non-ischemic) and combined left and medial lobes (reperfused) from randomly chosen triplicate animals at each reperfusion time using the Qiagen RNeasy Mini Kit (QIAGEN, Inc., Germantown, MD) as per the manufacturer's instructions.

Integrity of the purified RNA was assessed using the Agilent 2100 Bioanalyzer before analysis using Affymetrix Rat Transcriptome 1.0 arrays (Affymetrix, Santa Clara, CA). Raw expression data were normalized by Signal Space Transformation in conjunction with Robust Multivariate Analysis (SST-RMA) using the Affymetrix Expression Console. Quality control analysis was performed before the data were exported with annotated probe sets. Annotated, normalized probe sets corresponding to coding genes were used for all gene expression analyses. All microarray data were deposited into NCBI’s Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo) and are available using GEO Series accession number 117915.

### Gene expression and pathway analyses

Principal component analysis (PCA) was performed in R using the *prcomp* function. Results were displayed as a three-dimensional plot [24]. To perform ANOVA, probe sets were first filtered using the median interquartile range (IQR) of all values as a threshold before using the *limma* Bioconductor package [25]. Pair-wise comparisons were made between the reperfused and non-ischemic lobes at each time point, as well as to the group of shams pooled from all 4 time points. P-values were adjusted for the False Discovery Rate (FDR), and resulting q-values less than 0.05 considered significant. To display differentially expressed genes, volcano plots were constructed with the log_2_ fold change and the -log_10_ q-value of each probe set in each comparison. Ingenuity Pathway Analysis (IPA®), used for pair-wise comparisons, was conducted using only statistically significant probe sets (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis) [26]. Results with p-values <10^−7^ were considered significant based on p-values generated from 5 similarly sized sets of randomly selected genes with a fold-change in expression ≤ 1.1 [27, 28].

### Reverse transcription and qPCR

Total RNA from frozen liver tissue of biological triplicates was extracted using the Qiagen RNeasy Mini Kit (QIAGEN, Inc., Germantown, MD). Each lobe (non-ischemic and reperfused) was processed separately. An RNA concentration of 0.5 ug was used for cDNA synthesis using the iScript Reverse Transcription Supermix (BioRad, Hercules, CA). Levels of mRNA were detected with the SsoAdvanced Universial SYBR Green Supermix (BioRad, Hercules, CA) on a BioRad c1000 Touch Thermal Cycler. Paired, validated rat primers for Fos, Fgf21, Cyr61 and 18s rRNA (PrimePCR, BioRad, Hercules, CA) were used. Data were generated using BioRad CFX Manager 3.1 (BioRad, Hercules, CA).

### Signosis transcription factor arrays

Transcription Factor (TF) activity was assessed using the TF Activation Profiling Plate Array II (Signosis Inc., Santa Clara, CA). We analyzed nuclear extracts isolated from triplicate samples of the reperfused lobe after 30 minutes of reperfusion and corresponding sham controls. Each array hybridizes samples to 96 TF-bound probe complexes (95 TF’s with 1 negative control), using luminescence for quantification of TF activity. Each plate was normalized to the control sample and relative fluorescence was recorded.

### Western immunoblotting

Protein was extracted from frozen liver tissue from the 0.5hr reperfusion time point and sham-operated animals. Each lobe (non-ischemic and reperfused) was processed separately (n = 4), except for the sham group. Protein concentrations were measured using Thermo Scientific Pierce BCA Protein Assay (Thermo Scientific Franklin, MA). The total amount of protein loaded for each set of antibodies is as follows: S6 (30 μg), AMPK (40 μg), ERK (80 μg), JNK (80 μg), and p38 (80 μg). After semi-dry transfer to PVDF membranes, blots were blocked in 5% milk/TBST for 1 hour at 37°C and incubated overnight with primary antibody. Antibodies to phospho- ribosomal protein S6 (pS6) S235/S236 (#2211S), ribosomal protein S6 (#2217), phospho- AMP*-*activated protein kinase α (pAMPKα) T172 (#2535), AMPKα (#2532), phospho- extracellular signal–regulated kinase 1/2 (pERK 1/2) T202/Y204 (#4370), phospho- c-Jun N-terminal kinase (pJNK) T183/Y185 (#4668), JNK (#9252), phospho-p38 mitogen-activated protein kinase (p-p38) T180/Y182 (#4511), p38 (#8690) and GAPDH (#5174) were from Cell Signaling Technology (Danvers, MA). ERK 1/2 antibody (#06–182) was from Millipore-Sigma (Burlington, MA). All blots were incubated with anti-rabbit secondary (GE Healthcare, Marlborough, MA). Five ml of ECL Prime (GE Healthcare, Marlborough, MA) was added to each blot for 5 minutes before multiple exposures were acquired using the ChemiDoc-It imaging system (UVP, Upland, CA). The total blot for each signaling protein was stripped and re-probed as described above using an antibody against GAPDH.

### Kinexus antibody microarray analysis

Chemically-cleaved protein homogenates from triplicate samples of reperfused and non-ischemic lobes harvested after 2 hr of reperfusion were prepared for Kinexus KAM 900P antibody microarrays per the manufacturer instructions (Vancouver, British Columbia, Canada). Microarray results for 613 phosphosite-specific and 265 pan-specific antibodies were normalized by protein content of each lysate. Results with a q-value less than 0.05 by ANOVA (*limma*, Bioconductor) were considered statistically significant.

### Additional statistical analyses

For RT-qPCR studies, relative mRNA expression was calculated for each gene of interest using the comparative CT method with *18s* as the reference. Fold change was calculated as the ratio of the reperfused to the non-ischemic lobe for each animal. For the Signosis transcription factor array results, transcription factors that changed significantly in the 0.5 hr reperfused lobes were identified by one-way ANOVA comparisons to a sham group.

Densitometric analysis of western blots was carried out using the VisionWorks LS Analysis Software (Analytik Jena US LLC, Upland, CA). Raw data was exported to GraphPad Prism (GraphPad Software, La Jolla, CA) for statistical analyses. For each antibody probe, the protein bands were normalized to control band on the blot and expressed as a ratio. For phospho-specific immunoblotting, the normalized phospho-band was divided by the normalized total protein band in order to reflect the stoichiometry of phosphorylation. These data were then used for a paired t-test (non-ischemic to reperfused lobe) in Prism.

## Results

### Thirty minutes of warm 70% ischemia followed by reperfusion is a model of transient injury without significant hepatocyte necrosis

We used a model of 70% warm ischemia followed by 4 reperfusion times (0, 0.5, 2, and 6 hours) to examine cellular events after brief IR (Fig 1). To assess the degree of hepatic injury in our model, we analyzed serum and processed liver samples for histology. Examination of H&E-stained sections from reperfused lobes (left and median) and non-ischemic lobes (right) at each time point showed no changes in liver architecture when compared to each other or to sections from sham-operated animals (Fig 2A). Small numbers of necrotic cells were observed in the reperfused and non-ischemic lobes compared to time-matched shams. However, no significant changes in sinusoidal congestion, hepatocyte vacuolization, or hepatic necrosis were noted in the reperfused compared to non-ischemic lobes at any of the time points examined (S1 Table). After 30 minutes of reperfusion, there was an increase in AST and ALT levels compared to that found in samples from sham animals from all four time points (10.1- and 6.7-fold, respectively; Fig 2B). Small increases were also observed in the 2 hr and 6 hr groups compared to sham. We interpreted these data as confirmation that this IR model results in minimal, transient liver dysfunction without evidence of persistent cellular or tissue damage.

**Fig 2:**
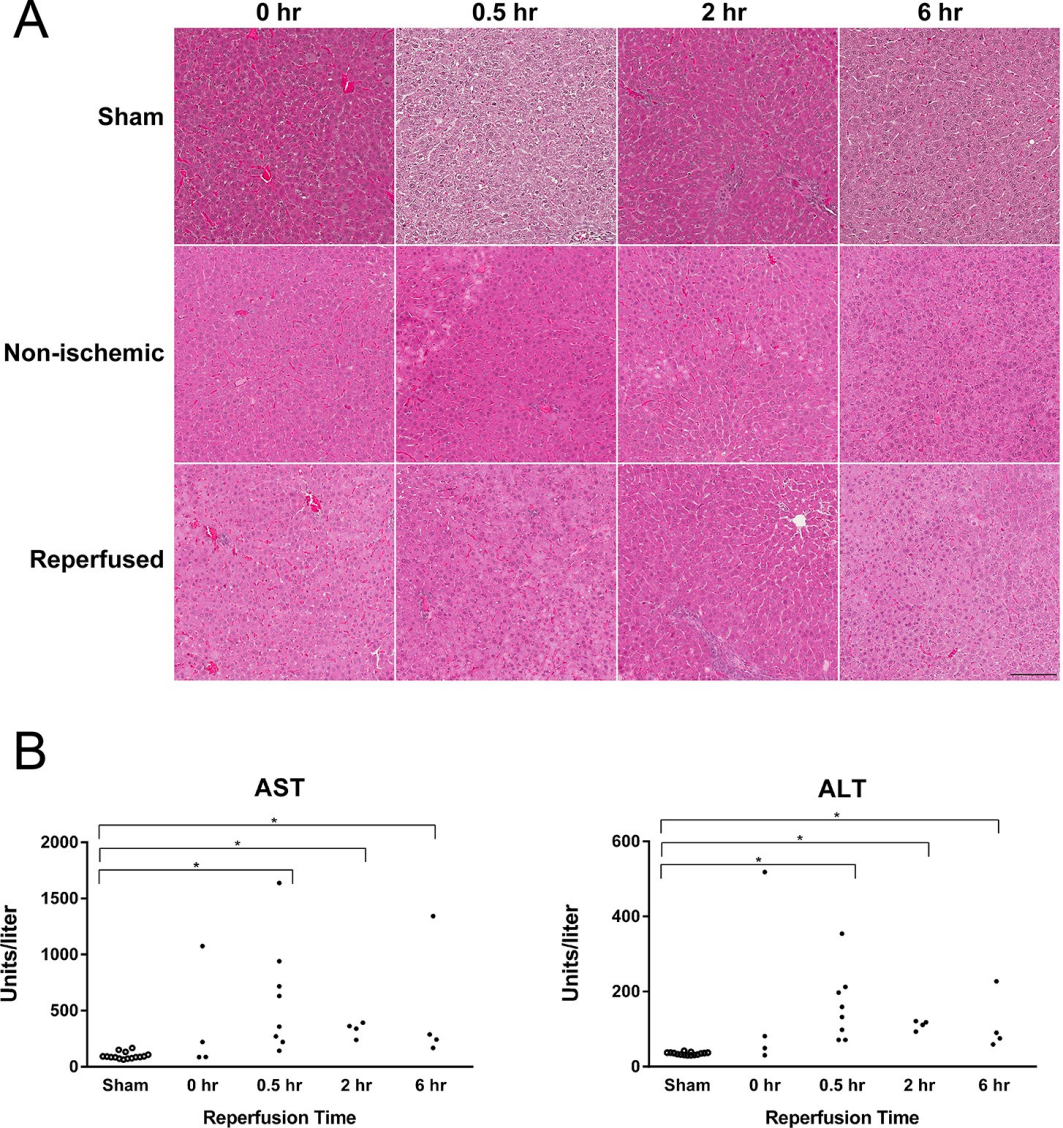
Histology and liver enzyme analysis from rats subjected to 70% warm hepatic ischemia-reperfusion. (A) Formalin-fixed and paraffin-embedded liver sections of paired non-ischemic and reperfused lobes at each reperfusion time, as well as corresponding sham-operated animals, were stained with hematoxylin and eosin (H&E). Blinded histological analysis showed no significant changes in liver architecture, sinusoidal congestion, hepatocyte vacuolization, or hepatic necrosis in the reperfused compared to non-ischemic lobes at any time point. Representative images were captured at 20x. The scale bar represents 150 μm. (B) Serum concentrations of aspartate aminotransferase (AST) and alanine aminotransferase (ALT) for individual animals in all groups are represented as individual points. Samples from sham-operated animals from each timepoint were pooled to yield a total of 12 samples (3 per experimental group). Significant changes in groups compared to shams were determined by a Mann-Whitney test followed by Bonferroni correction (*p<0.001).

### Gene expression profiles of the reperfused and non-ischemic lobes are similar at each reperfusion time

There is limited literature on changes in global gene expression that occur during transient hepatic ischemia and early reperfusion times (up to 6 hr). To identify changes in the liver transcriptome associated with ischemia-reperfusion, RNA microarrays from randomly chosen biological triplicates for each group were analyzed. 

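RNA was measured in the reperfused and the non-ischemic lobe of 12 rats, 3 at each of 4 reperfusion times (0, 0.5, 2 and 6 hr), in the livers of 12 sham-operated rats, 3 at each time, and in the livers of 3 unoperated rats. Each of the 39 samples was hybridized to an Affymetrix Rat Transcriptome 1.0 array. The authors normalized the arrays together by signal space transformation with RMA (SST-RMA) and deposited linear intensity values, from 4.59 to 999961.4, for the 23409 probe sets of coding genes. These values were converted to the log2 scale. Tests between groups covered the 11704 probe sets whose interquartile range was above the median of all probe sets. In each comparison limma was fitted to the arrays of the compared groups alone, and its p-values, adjusted by the method of Benjamini and Hochberg, are given as q-values with a threshold of 0.05. The comparisons, the 32 lists of genes and most settings were fixed before the data were examined, and those added later are named as chosen after the values were seen. The median intensity per array was 39.6 to 43.6 in the reperfused lobes, 39.9 to 41.2 in the non-ischemic lobes and 39.9 to 41.8 in the shams. The number of arrays, 3 per group, limits the precision of each value.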

We first performed principal component analysis (PCA) [29] to examine the gene expression relationships between the reperfused and non-ischemic lobes at each time. PCA was performed on all probe sets that represented coding genes (23,409), and the first three components were plotted for data visualization (Fig 3). In contrast to our expected results, we found clustering of the reperfused and non-ischemic lobes at each time point. 

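Reperfused and non-ischemic lobes of an animal lay closer to each other, on average, than lobes of different animals did at each time. Over all probe sets on the log2 scale, the Euclidean distance between the lobes of an animal averaged 38.5 (SD 7.79, n = 3 animals) at 0 hr, 46.9 (SD 4.11) at 0.5 hr, 48 (SD 6.09) at 2 hr and 55.1 (SD 23) at 6 hr. The pairs of 6 hr were uneven, with a correlation between the lobes of 0.14, 0.66 and 0.24 in animals 1, 2 and 3. The reperfused lobes of different animals lay on average 64.1, 56.6, 56.1 and 70.5 apart at these times, and the non-ischemic lobes 66, 53.8, 53.9 and 62.2. Of the total sum of squares over the 24 lobe arrays, reperfusion time held 50.4%, differences between animals of the same time 30.4% and the lobe 3.44%. A further 5.48% lay in lobe differences that changed with time, and 10.3% was left over. The share of reperfusion time was larger than under shuffled times (permutation test over 12 animals, p = 2e-04). The share of the lobe was larger than under exchanged lobes (exact permutation test over all exchanges of the lobes within animals, p = 0.00146).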

Reperfused and non-ischemic lobes from the first three time points (0, 0.5, and 2 hr) clustered together, while both conditions after 6 hr of reperfusion separated from the other groups. 

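The genes with the largest weights toward the 6 hr end of the first component included Orm1, which encodes an acute phase protein of plasma, Lcn2, which encodes an iron-sequestering protein of the acute phase, and Osmr, the receptor of oncostatin M. Toward the early end lay Pdk4, a kinase that spares glucose in fasting, G6pc1, which releases glucose from hepatocytes, Igfbp1 and Chac1, which degrades glutathione. The weights were 0.0653 for Orm1, 0.0536 for Lcn2, 0.0577 for Osmr, -0.0885 for Pdk4, -0.0880 for G6pc1, -0.0764 for Igfbp1 and -0.0972 for Chac1, and these genes were chosen after their values were seen. The 6 hr lobes had a mean score of 54.0 ± 2.3 (SD, n = 3) when reperfused and 51.4 ± 7.3 when non-ischemic. The 2 hr lobes lay at 1.1 ± 3.5 and 1.0 ± 3.8. The reperfused lobes of 0 and 0.5 hr lay at -19.0 ± 10.9 and -22.9 ± 4.7, and the non-ischemic lobes at -26.0 ± 10.5 and -29.5 ± 6.6.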

The sham-operated groups were clustered near the early time points except for the 6 hr shams, which were intermediate between the early and 6hr points.

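The 6 hr shams differed from the earlier shams in genes of fasting metabolism and in single genes such as Dbp. Dbp, a transcription factor under clock control, was higher by a log2 fold change of 4.03 (standard error 0.83, q-value 0.00774), and Snai2, a transcriptional repressor, by 3.61 (standard error 0.647, q-value 0.00357). Insig2, which holds back sterol synthesis, fell by 5.29 on the log2 scale (standard error 0.331, q-value 4.6e-06). Rab30, a GTPase of the Golgi, and Mfsd2a, a lipid transporter, fell by 4.03 (q-value 0.00498) and 3.98 (q-value 0.00194). Of 25 genes of gluconeogenesis and fasting, 8 were lower and none was higher, with a median log2 fold change of -0.98 (adjusted p = 0.00227 with an estimated correlation). In all, 697 probe sets were higher and 658 lower in the 6 hr shams than in the shams of 0, 0.5 and 2 hr by limma. The mean of the 6 hr shams lay at a Euclidean distance of 73.7 from the mean of the lobes of 0, 0.5 and 2 hr, of 66.5 from the 6 hr lobes and of 56.9 from the earlier shams. The number of probe sets was 677 without sham 6 hr replicate 1, 541 without sham 6 hr replicate 2 and 580 without sham 6 hr replicate 3.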

**Fig 3:**
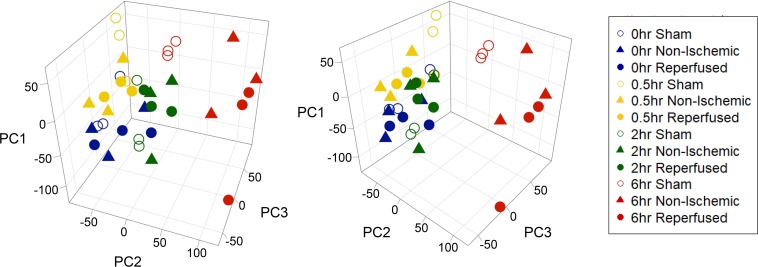
Principal component analysis (PCA) of reperfused, non-ischemic, and sham-operated groups at all reperfusion times. Two perspectives of the same 3-dimentional plot are shown. Probe sets (23,409) corresponding to coding genes were used. The first, second, and third principal components (PC1, PC2, PC3) of each sample were represented 14.7%, 11.1% and 7.9% of the variance, respectively. Visualization of the data reveals clustering of groups based on time but not condition (reperfused vs non-ischemic). The 6 hr samples (shown in red) cluster together but apart from all other times. The color of the symbols corresponds to reperfusion time (blue, 0 hr; yellow, 0.5 hr; green, 2 hr; red, 6 hr). Symbol shape indicates the experimental condition (solid circles, reperfused; solid triangles, non-ischemic; unfilled circles, shams).

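Scd and Fasn had large weights on the second component, and Fos and Jun on the third. On the second, these enzymes of fatty acid synthesis, and Idi1, of sterol synthesis, had weights of 0.120, 0.0563 and 0.0540, while Acot1, Vnn1 and Ehhadh, targets of PPARa, had weights of -0.0718, -0.0629 and -0.0588. On the third, Fos, Jun and Ccn1 had weights of -0.0961, -0.0889 and -0.0873, and Tnfrsf12a, a receptor of the TNF family, and Hmox1, a heme oxygenase, 0.0768 and 0.0627. Genes of other functions had weights as large on the third, as Chac1 with -0.1040, Adh6 with -0.0916 and Lpin1 with 0.0672, and Scd had 0.0613 there. The genes were chosen after their values were seen. On the centred log2 values of the 36 arrays of operated animals, the first 3 components held 25.6%, 19% and 8.52% of the variance. With each probe set scaled to unit variance they held 15.1%, 11.5% and 7.46%.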

To identify probe sets whose expression changed significantly, we performed pairwise ANOVA to compare the reperfused and non-ischemic lobes at each time point to each other and to pooled sham-operated animals (S2 Table). We visualized the resulting differentially expressed probe sets using volcano plots. 

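At 0 hr, the transcription factors of the immediate early response had lower mean intensities in the reperfused than in the non-ischemic lobes, without passing the test. The log2 difference was -1.64 for Fos (standard error 0.868, q-value 1) and -3.52 for Nr4a1, an orphan nuclear receptor (standard error 0.523, q-value 0.814). At 6 hr, the chemokine gene Ccl3 had a log2 difference of 2.22 with a standard error of 2.01. By limma, 0 of 11704 probe sets passed the threshold at 0 hr and 0 at 6 hr, with 181 and 247 at an unadjusted p under 0.05. With the animal as a block the counts were again 0 at both times. Leaving out non-ischemic 0 hr replicate 3 gave 10 probe sets at 0 hr.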

In the comparison of the reperfused lobes to their paired non-ischemic counterpart (Fig 4), no probe sets were found to change significantly at the 0 hr or 6 hr time points (S2 Table). 

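In the fit without the animal as a block, the reperfused lobe differed from the non-ischemic lobe in few genes, most of them higher. The fit with that block, which respects the pairing of the lobes, called more genes in both directions. At 0.5 hr, 15 probe sets were higher and 3 lower by limma. The lower ones belonged to Chac1, which degrades glutathione, with a log2 difference of -2.41 (standard error 0.265, q-value 0.0279), Noct, a deadenylase with a daily rhythm, with -1.92 (standard error 0.197, q-value 0.0206), and Gramd1c, a sterol carrier (q-value 0.0458). At 2 hr, 12 probe sets were higher and 1, of Inhbe, was lower. The groups of arrays did not overlap for any of the 18 and 13 probe sets; for 3 arrays against 3, chance gives this for 10% of probe sets. At an unadjusted p under 0.05 there were 621 and 881 probe sets. With the animal as a block, 60 were higher and 54 lower at 0.5 hr and 138 were higher and 78 lower at 2 hr, and these include all 18 and 13 of the fit without it. The count at 0.5 hr was 9 without reperfused replicate 2 and 11 and 8 without non-ischemic replicates 1 and 3, and the count at 2 hr was 6, 0 and 0 without reperfused replicates 1, 2 and 3 and 4, 0 and 0 without non-ischemic replicates 1, 2 and 3.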

There were 24 and 31 probe sets that changed significantly in the 0.5 and 2 hour comparisons, respectively. 

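Fos, Fosb, Atf3, Ccl3 and Gdf15 were among the genes higher in the reperfused than in the non-ischemic lobes after 0.5 hr. Fos encodes a subunit of the transcription factor AP-1 and lies on chromosome 6 of the GRCr8 assembly from 110852188 to 110855054. Its log2 intensity was 15.79 ± 0.466 (SD, n = 3) in the reperfused and 9.04 ± 0.453 (SD, n = 3) in the non-ischemic lobes. This is a log2 difference of 6.75 (standard error 0.301, q-value 0.000212). The difference was 5.20 (standard error 0.182, q-value 5.4e-05) for Fosb, a paralog of Fos, 4.76 (standard error 0.267, q-value 0.000811) for the nuclear protein gene Ier2, and 4.12 (standard error 0.126, q-value 4.03e-05) for the stress-induced repressor Atf3. It was 3.72 (standard error 0.427, q-value 0.0323) for Egr2, 3.20 (standard error 0.231, q-value 0.00276) for Egr1 and 2.15 (standard error 0.195, q-value 0.0108) for Jun. Among secreted proteins, Ccl3 differed by 3.83 (standard error 0.257, q-value 0.00192) and Gdf15, a hormone of the stress response, by 3.46 (standard error 0.388, q-value 0.0297). G0s2, which holds back lipolysis, Osgin1, Zfp36, Anxa1, Plk2 and Klf4 were also higher. Of 38 immediate early genes, 7 were higher and none was lower (20 higher and 1 lower when adjusted over the list alone, 14 higher with the animal as a block, adjusted p = 0.189 with an estimated correlation). Of 32 NF-kB targets, chemokines and cytokines, 1 was higher and none was lower (5 higher when adjusted over the list alone, and 5 with the animal as a block). The 11 markers of red blood cells and platelets had a median difference of 0.91, and none passed the test.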

The 24 probesets in the 0.5 hr comparison were mostly upregulated in the reperfused lobe and included immediate early genes (Fos, Jun, Ier2, Egr2, Atf3). The fold-change of the probe sets found to be significantly altered in the 2 hr comparison were considerably smaller than those found in the 0.5 hr comparison.

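Fat1, Bcl2l11 and Tm4sf4 were among the 12 probe sets higher in the reperfused than in the non-ischemic lobe after 2 hr. Fat1, a protocadherin, differed by a log2 value of 1.94 (standard error 0.215, q-value 0.0273), and Bcl2l11, a protein that promotes apoptosis, by 1.61 (standard error 0.138, q-value 0.0263). Tm4sf4, a tetraspanin-like membrane protein, differed by 1.56 (standard error 0.195, q-value 0.0431) and Ccng1, a cyclin induced by p53, by 1.28 (standard error 0.162, q-value 0.0431). The largest difference upward was that of Depdc7, with 1.95 (standard error 0.236, q-value 0.0385). Inhbe, an activin subunit made by hepatocytes, was lower by -2.34 (standard error 0.218, q-value 0.0263). The median absolute log2 difference of the probe sets past the threshold was 1.56 at 2 hr and 2.59 at 0.5 hr. None of the 13 passed at 2 hr without reperfused replicate 2 or 3 or without non-ischemic replicate 2 or 3.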

**Fig 4:**
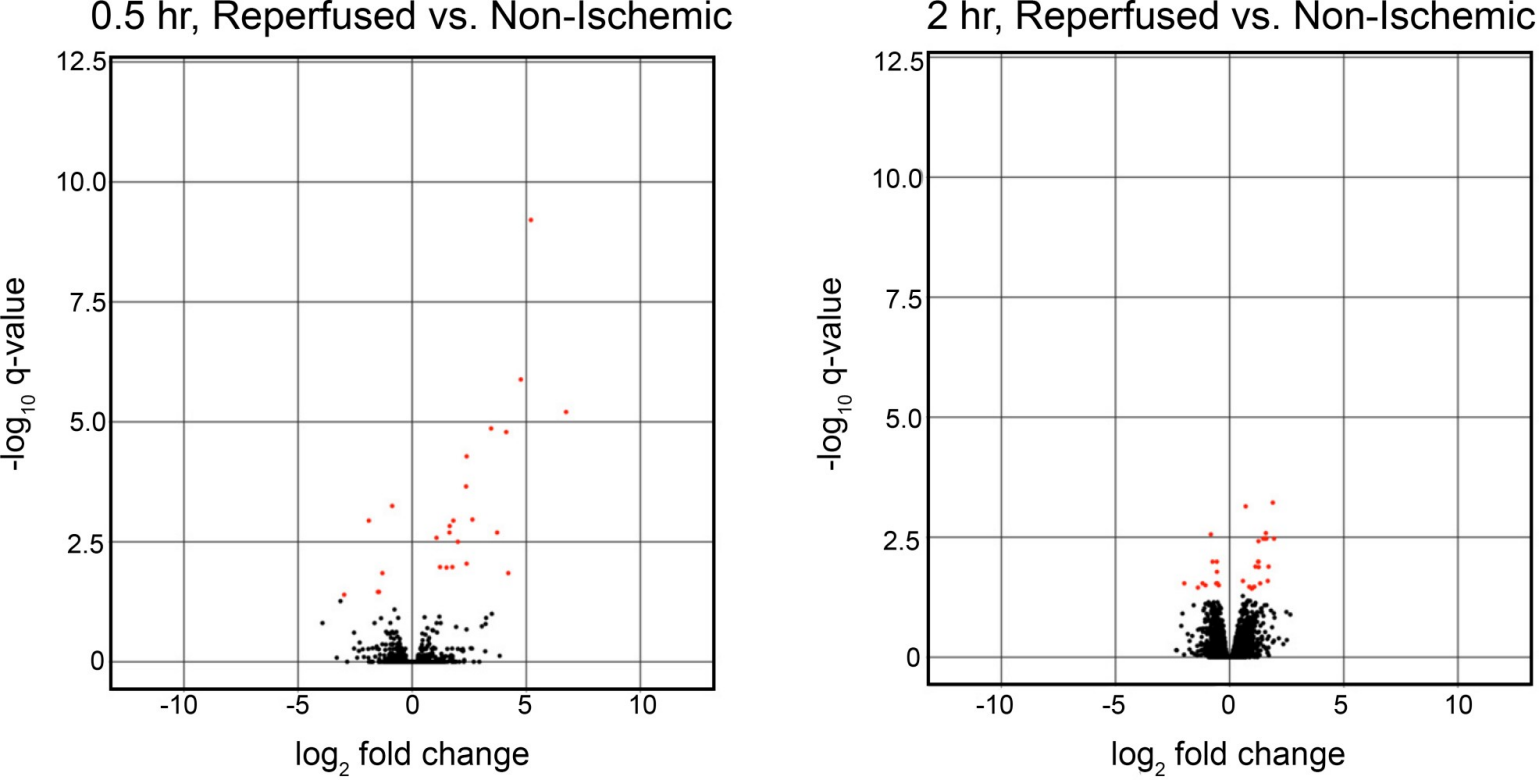
Volcano plots of pairwise comparisons of reperfused and non-ischemic lobes following 0.5 and 2 hr of reperfusion. To identify differentially expressed genes, filtered probe sets corresponding to coding genes (11,704) were subjected to one-way ANOVA. The comparisons were pairwise for the reperfused and non-ischemic lobes at each time point. No probesets were found to change significantly in the 0 hr and 6 hr comparisons. Results are graphed as volcano plots where the x-axis is the log_2_ fold change in expression and the y-axis is the -log_10_ q-value for each probe set comprison. Statistically significant probe sets (q<0.05) are highlighted in red.

To further determine the differences between the reperfused and non-ischemic lobes at each time point, we compared each of these lobes to the pooled shams (Fig 5). After thirty minutes of ischemia and before reperfusion (0 hr), there were minimal significant changes in gene expression in either lobe compared to sham. Only two genes, Cox8a and Fos, were found to be differentially expressed in the reperfused comparison. 

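Fos had a higher mean intensity in the reperfused lobes before reperfusion than in the pooled shams, and Cox8a, a subunit of cytochrome c oxidase, a lower one. The log2 fold change of Fos was 2.63 (standard error 0.406, q-value 0.0573 from limma). That of Cox8a was -0.58 with a standard error of 0.07; its interquartile range lay under the filter, so it was not among the probe sets tested. In all, 0 of the 11704 probe sets passed, with 1757 at an unadjusted p under 0.05. With no interquartile range filter Cox8a passed (q-value 0.0127) and Fos did not (q-value 0.0509), with a filter on dim probe sets in its place both passed (q-values 0.0351 and 0.0372), and in a fit to all 36 arrays 94 probe sets passed. Without reperfused 0 hr replicate 3 the count was 111, without reperfused replicate 1 or sham 0 hr replicate 2 it was 2, and without sham 0 hr replicate 3 or sham 6 hr replicate 1 it was 1.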

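Fos, Nr4a1, Rgs2 and the anti-inflammatory cytokine Il10 were higher in the non-ischemic lobes than in the pooled shams by the end of ischemia, before any reperfusion. Fos was higher than in the pooled shams by a log2 fold change of 4.26 (standard error 0.362, q-value 2.48e-05), and Nr4a1 by 4.26 (standard error 0.703, q-value 0.0486). Rgs2, which limits signaling through G proteins, was higher by 1.28 (standard error 0.189, q-value 0.0231) and the cytokine Il10 by 1.10 (standard error 0.183). These 4 were the only probe sets past the threshold by limma, and 1688 had an unadjusted p under 0.05. Of 38 immediate early genes, 1 was higher in the fit over all probe sets (median log2 fold change 0.68, adjusted p = 0.292 with an estimated correlation). A fit to all 36 arrays gave 148 probe sets, and shams of 0 hr alone gave 0. The count was 51 without non-ischemic 0 hr replicate 3 and 15 without sham 0 hr replicate 3; it was 1 without non-ischemic 0 hr replicate 2, sham 0.5 hr replicate 2, any 1 of the 2 hr shams or sham 6 hr replicate 2, and 2 without sham 0 hr replicate 1, sham 0.5 hr replicate 3 or sham 6 hr replicate 3.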

In the non-ischemic comparison, 34 annotated genes were found to change significantly. However, there were numerous probe sets that were significantly up and downregulated in either lobe compared to sham at the other reperfusion times. 

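Hmox1 was higher and Scd lower in both lobes at 2 hr than in the pooled shams. In the reperfused lobes Olr1, a receptor of oxidized lipoproteins, was higher than in the pooled shams by a log2 fold change of 4.34 (standard error 0.434, q-value 1.34e-05), Pvr, an adhesion receptor, by 4.27 (standard error 0.487, q-value 4.59e-05), and the heme oxygenase gene Hmox1 by 3.50 (standard error 0.607, q-value 0.00158). The non-ischemic lobes differed from the pooled shams in Slc1a4, an amino acid transporter, with a rise of 3.74 (standard error 0.531, q-value 0.00174), Hmox1, with 2.90 (standard error 0.607, q-value 0.00816) and the interferon-induced Ifit1, with 4.87 (standard error 1.06, q-value 0.00941). Scd, which desaturates fatty acids, was lower by 6.49 (standard error 1.56, q-value 0.0132) in the reperfused and by 6.20 (q-value 0.0163) in the non-ischemic lobes. Its log2 intensity was already low at 0 hr, before reperfusion, where it did not pass. It was 6.85 to 12.21 in the reperfused and 6.27 to 10.16 in the non-ischemic arrays of 0 hr, and 7.01 to 15.91 in the shams. Against the shams of 2 hr alone neither gene passed: Hmox1 rose by 2.43 and 1.83 and Scd fell by 4.98 and 4.70 in the reperfused and non-ischemic lobes. Of 28 HIF targets, 5 were higher in the reperfused lobes (10 higher and 1 lower when adjusted over the list alone, adjusted p = 0.00959 with an estimated correlation) and 5 in the non-ischemic lobes (9 higher and 1 lower when adjusted over the list alone, adjusted p = 0.064 with an estimated correlation). In all, 149 probe sets were higher and 42 lower at 0.5 hr, 890 and 603 at 2 hr and 2337 and 1089 at 6 hr in the reperfused lobes by limma. Of the non-ischemic lobes, the counts were 99 higher and 38 lower at 0.5 hr, 947 and 689 at 2 hr and 1801 and 1148 at 6 hr. Against the 3 shams of the same time alone, 1339, 204 and 2201 probe sets passed in the reperfused lobes and 1407, 1 and 1781 in the non-ischemic lobes at 0.5, 2 and 6 hr. Among the counts against pooled shams, that of the reperfused lobes was 82 and 121 at 0.5 hr without reperfused replicates 1 and 2, and 609, 690 and 880 at 2 hr without replicates 1, 2 and 3; that of the non-ischemic lobes was 29, 37, 78 and 253 at 0.5 hr without non-ischemic replicates 1, 2 and 3 and sham 0 hr replicate 3, 456 and 253 at 2 hr without non-ischemic replicates 1 and 2, and 1178 and 1728 at 6 hr without non-ischemic replicates 1 and 2.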

Strikingly, there was a considerable degree of overlap between significant probe sets in the reperfused and non-ischemic lobes when either was compared to the sham group (S2 Table). 

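Probe sets that passed the test in both lobes moved the same way in both. At 0.5 hr, 36 were higher and 11 lower in both lobes, among them Fos and Nr4a1 (higher) and Scd (lower). At 2 hr, 499 were higher and 340 lower, among them Tnfrsf12a, Hmox1 and Ifit1 (higher). At 6 hr, 1578 were higher and 783 lower, among them the heat shock gene Hsph1 (higher) and G6pc1 (lower). None moved in opposite directions. Of the probe sets called in the reperfused lobe, these are 24.6% at 0.5 hr (95% exact Clopper-Pearson interval 18.7 to 31.3), 56.2% at 2 hr (53.6 to 58.7) and 68.9% at 6 hr (67.3 to 70.5); probe sets are not independent, so the intervals cover counting error only. Independent lists of these sizes would share 1.26 higher and 0.136 lower probe sets at 0.5 hr, 72 and 35.5 at 2 hr and 360 and 107 at 6 hr. Both comparisons use the same shams. With 6 shams for one lobe and the other 6 for the other lobe, in 20 such divisions, the median share was 18.9% at 0.5 hr (range 5.08 to 43.2), 32.4% at 2 hr (0.387 to 59.8) and 51.2% at 6 hr (35.6 to 74.3). Against shams of the same time alone the share was 69.4% at 0.5 hr, 0.49% at 2 hr, where 1 probe set passed in the non-ischemic lobes, and 58.4% at 6 hr. Without lobe replicate 2 the share was 14.9% at 0.5 hr, 21.6% at 2 hr and 56.5% at 6 hr, and without lobe replicate 1 it was 28.6% at 2 hr and 35.9% at 6 hr.

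**Figure D1:**
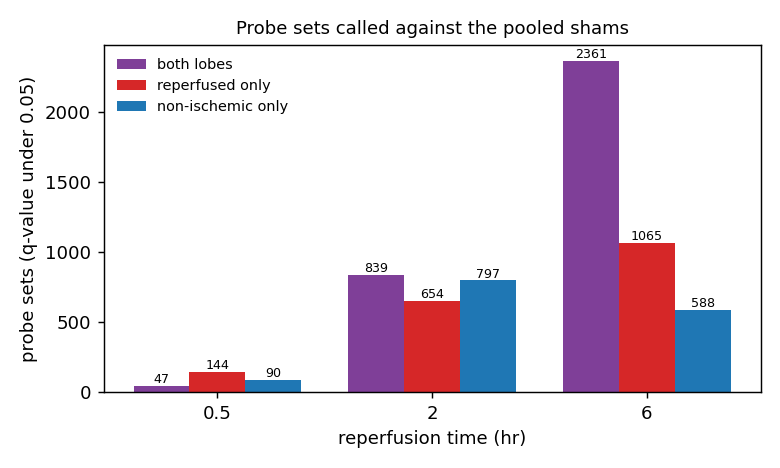
Number of probe sets with a q-value under 0.05 against the pooled shams (vertical axis) at 0.5, 2 and 6 hr of reperfusion (horizontal axis), called in both lobes, in the reperfused lobe only or in the non-ischemic lobe only. The bars for both lobes stand at 47, 839 and 2361 probe sets.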

The proportion of differentially expressed probe sets in the reperfused lobes that were also present in the non-ischemic lobes was 33.6%, 60.1%, and 69.1%, at 0.5, 2 and 6 hr of reperfusion, respectively.

**Fig 5:**
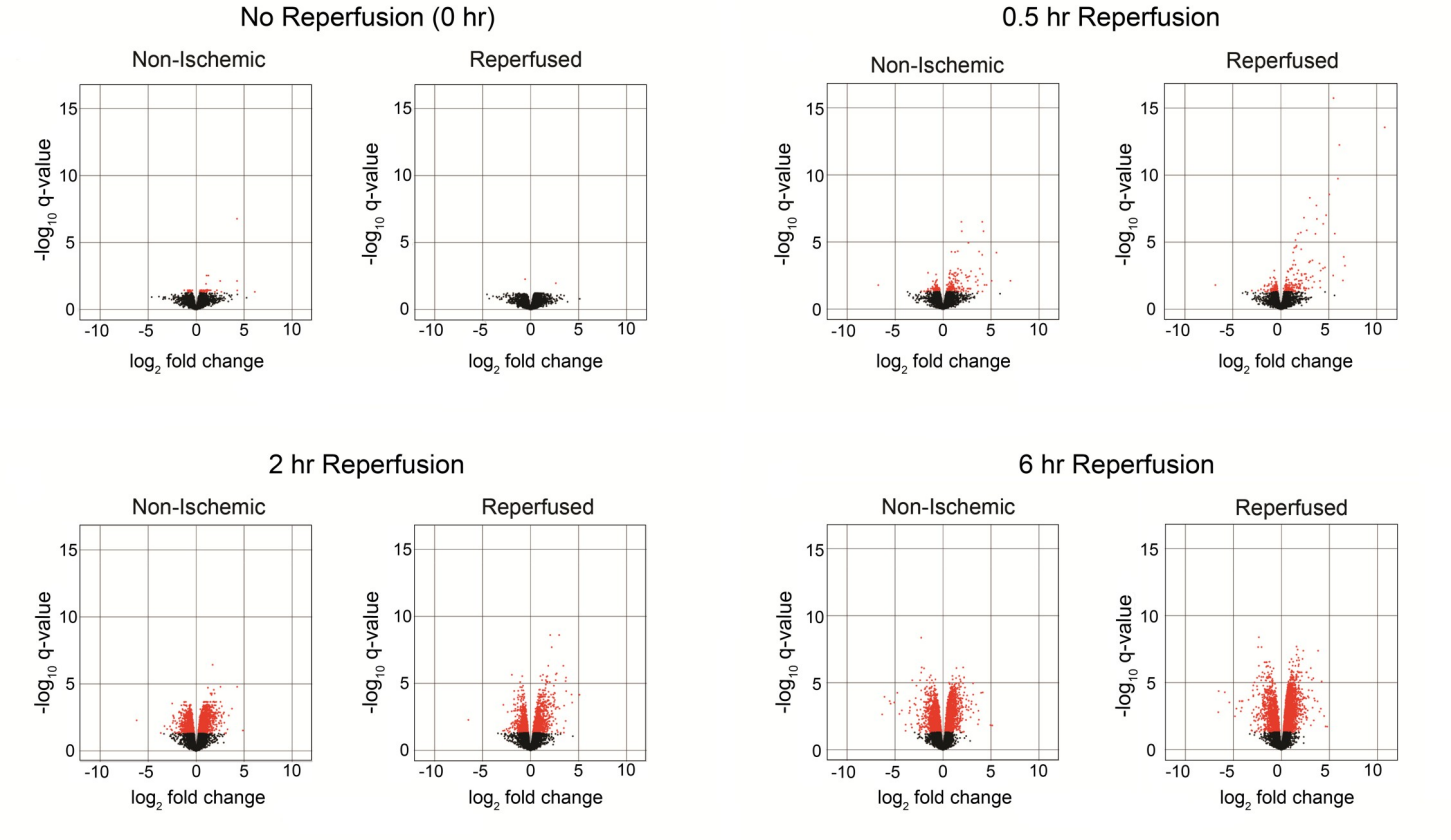
Volcano plots of pairwise comparisons of reperfused or non-ischemic lobes compared to pooled shams. To identify differentially expressed genes, filtered probe sets corresponding to coding genes (11,704) were subjected to one-way ANOVA. The comparisons were pairwise for either the reperfused or non-ischemic lobes at each time versus the results of pooled sham-operated animals. There were little changes in gene expression in either the reperfused or non-ischemic lobes directly after ischemia (0 hr). After 0.5 hr of reperfusion, plots show probe sets with highly significant fold-changes in both the non-ischemic and reperfused lobes, with 33.6% overlap in the genes whose changes were significant. After 2 and 6 hr of reperfusion, the volcano plots showed similar transcriptional patterns. The significant genes at both reperfusion times showed considerable overlap between the reperfused and non-ischemic comparisons (60.1% and 69.1% of probe sets in the 2 hr and 6 hr groups, respectively).

The volcano plot of the 0.5 hr reperfused lobes showed more genes with a high fold change at this earliest reperfusion time relative to the other two reperfusion times. In the 0.5 hr comparison, there were over 20 genes with fold-changes greater than 10.0, while the maximum fold change at 2 and 6 hr of reperfusion were 5.1 and 4.8, respectively. 

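Fos, Jun and Ccn1, a matricellular protein also named Cyr61, had the largest rises at 0.5 hr. Against the pooled shams, 23 probe sets were more than 10-fold higher in the reperfused lobes at 0.5 hr, 11 at 2 hr and 12 at 6 hr. Those of 0.5 hr included Ccn1, with a log2 fold change of 6.56 (standard error 0.923, q-value 0.000844), and Rhob, a GTPase, with 4.40 (standard error 0.743, q-value 0.00447). At 2 hr the largest rise was that of Tnfrsf12a, the receptor of the cytokine TWEAK, with a log2 fold change of 5.10 (standard error 0.666, q-value 0.000148). At 6 hr it was that of a probe set of A2m, a protease inhibitor of plasma, with 4.77 (standard error 1.71, q-value 0.0449). A2m was chosen after its values were seen. Another, brighter probe set of A2m lay near saturation and did not rise. It was 19.77, 19.70 and 19.89 in the reperfused arrays of 6 hr and 19.83 to 19.90 in the shams. Wfdc21 followed with 4.45 (standard error 1.02, q-value 0.00415). The counts for the non-ischemic lobes were 15, 4 and 8 at 0.5, 2 and 6 hr.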

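Fos, Fosb and Egr2, which encode transcription factors, were called in the reperfused lobes at 0.5 and 2 hr against the pooled shams, and the desaturase Scd at all 3 times. At 2 hr none of these genes passed against the shams of 2 hr alone. Of the probe sets called in the reperfused lobes at 0.5 hr, 67 were also called at 2 hr, 35.1% (95% exact interval 28.3 to 42.3), 6 of them in the opposite direction. Of those called at 2 hr, 673 were also called at 6 hr, 45.1% (42.5 to 47.6), 44 of them in the opposite direction. From 0.5 to 6 hr, 51 were shared, 26.7% (20.6 to 33.6). Independent lists would share 11.3 higher and 2.16 lower probe sets between 0.5 and 2 hr, where 46 and 15 were shared, and 178 and 56.1 between 2 and 6 hr, where 403 and 226 were. Between 0.5 and 6 hr they would share 29.8 higher and 3.91 lower, and 30 and 15 were shared. For the non-ischemic lobes, the shares were 32.1% from 0.5 to 2 hr, 36.7% from 2 to 6 hr and 21.2% from 0.5 to 6 hr, where 17 of 29 shared probe sets had moved in the opposite direction, 6 were higher at both times (15.2 expected of independent lists) and 6 lower (3.73 expected). Of 4348 probe sets called at any time in the reperfused lobes, 3615 (83.1%) were called at 1 time, 704 at 2 and 29 at 3, and 28 of the 29 kept their direction. Being called at 1 time does not show that a gene differed between times, and this was not tested for lobes against shams.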

The probe sets that changed significantly relative to the sham group differed at each time point, indicating that changes in gene expression were not sustained across the reperfusion time course. We interpreted this as indicating that multiple stimuli and signaling events mediate the changes in gene expression during the early phase of reperfusion.

### Pathway analysis identifies discrete upstream regulation of gene expression during early reperfusion

To further examine the discrete temporal hepatocellular responses to transient IR, we performed Ingenuity Pathway Analysis (IPA®) of pairwise comparisons of the reperfused versus ischemic lobes and each lobe compared to sham at each time point. Significant probe sets (q-value < 0.05) derived from the pairwise ANOVA were used. For both Canonical Pathway and Upstream Analysis analyses, three different sets of genes were analyzed separately, all significant genes regardless of direction of change, upregulated genes and downregulated genes. S3 Table contains results for the combined gene set for Canonical Pathway analyses and the separate analyses for upregulated and downregulated genes for Upstream Analysis. All three sets of genes yielded similar results in terms of significant pathways and upstream regulators. Comparisons between the reperfused and the non-ischemic lobes at each time point did not yield any significant canonical pathways and only yielded significant results in the Upstream Analysis at 0.5 hr of reperfusion. However, all of the target gene sets were relatively small in number with the largest set, that belonging to TNF, containing 20 genes (S3 Table).

Canonical Pathway analyses comparing the reperfused or non-ischemic lobes to the pooled shams yielded no significant findings at 0.5 hr and only borderline significant changes at the 2 and 6 hr time points. (S3 Table). At 2 hours, there were only a few pathways found in the reperfused and non-ischemic lobes with p-values close to the threshold of significance. These involved various cellular signaling pathways. 

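Many genes of protein synthesis and breakdown were higher in both lobes at 6 hr than in the pooled shams. None of their lists passed with an estimated correlation. Of 68 ribosomal protein genes, 48 were higher than in the pooled shams and none was lower in the reperfused lobes (59 higher when adjusted over the list alone, median log2 fold change 0.54, adjusted p = 0.112 with an estimated correlation), and 31 were higher in the non-ischemic lobes (41 when adjusted over the list alone, median 0.39, adjusted p = 0.41 with an estimated correlation). Of 34 proteasome genes, whose products degrade ubiquitinated proteins, 26 were higher in the reperfused lobes (30 when adjusted over the list alone, median 0.82, adjusted p = 0.168 with an estimated correlation) and 27 in the non-ischemic lobes (30 when adjusted over the list alone, median 0.84, adjusted p = 0.203 with an estimated correlation). Of 40 genes of ribosome biogenesis, 28 were higher in the reperfused and 17 in the non-ischemic lobes (30 and 23 when adjusted over the list alone, adjusted p = 0.316 and 0.416 with an estimated correlation). At 2 hr, 14 of these 40 were higher in the reperfused and 27 in the non-ischemic lobes (30 and 36 when adjusted over the list alone, adjusted p = 0.289 and 0.265 with an estimated correlation). Without non-ischemic replicate 1, the ribosomal protein genes higher in the non-ischemic lobes at 6 hr were 10, and without non-ischemic replicates 1 and 2 the genes of ribosome biogenesis higher there at 2 hr were 5 and 4, in settings chosen after the values were seen. Against shams of 6 hr alone, 27 ribosomal protein genes were higher and 1 was lower in the reperfused lobes, and 5 were higher and 1 was lower in the non-ischemic lobes.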

At six hours of reperfusion, almost all pathways identified were found in both lobes, including EIF2 Signaling and Protein Ubiquitination. In contrast to Canonical Pathways, upregulated genes for every dataset yielded significant results in the Upstream Regulator analysis (S3 Table). However, upstream regulators identified using the non-ischemic data were limited and showed redundancy in the regulators in the time-matched reperfused lobes, particularly at 2 and 6 hr.

The Upstream Analysis of upregulated genes after 0.5 hours of reperfusion produced the largest dataset, where 296 and 33 upstream regulators were enriched in the reperfused lobes and non-ischemic lobe, respectively. The most highly significant upstream regulators in the reperfused lobe (PDGF BB, IL1B, TNF, IGF1) were based on a relatively limited target gene set that included immediate early genes (ATF3, EGR1, FOS, JUN). These immediate early genes were common to multiple results identified in the Upstream Regulator analysis (S3 Table).

To further evaluate effects on the reperfused lobe, we examined the target gene sets of the top 25 upstream regulators (S3 Table). We matched these results with those found in the accompanying non-ischemic lobe and found 6 were common to both lobes. Notably, each of these common upstream regulators had a higher significance in the reperfused lobes based on a greater number of target genes. We also performed Signosis transcription factor activity arrays to assess differences in the activity of 95 transcription factors in the reperfused lobe compared to sham controls at 0.5 hr of reperfusion. There were no significant changes in activity between the reperfused and sham controls in any of the transcription factors on the array. S1 Fig shows the activity of 25 transcription factors with known roles in the response to ischemia-reperfusion and oxidative stress, including AP-1, HIF, STATs and NFkB. We interpreted these data as indicating that the immediate early gene response may not involve activation of any of these well characterized, canonical transcription factors.

At 2 hr of reperfusion, the upregulated genes led to the identification of 25 upstream regulators in the reperfused lobe and 6 regulators in the non-ischemic lobe. Regulators unique to the reperfused lobes included cytokines, growth factors, and signaling proteins (e.g.,TP53, PDGF BB, TGFB1). These factors were identified based on overlapping target gene sets involved in extracellular matrix maintenance and cytoskeletal remodeling. We interpreted these data as indicating a wound healing-type response at 2 hr of reperfusion that was exclusive to the reperfused lobe.

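Genes of the extracellular matrix and cytoskeleton were higher in the reperfused lobes at 2 hr than in the pooled shams. In the reperfused lobes Krt8, a keratin of hepatocytes, was higher than in the pooled shams by a log2 fold change of 3.42 (standard error 0.185, q-value 1.17e-08), Tubb6, a tubulin, by 2.50 (standard error 0.256, q-value 1.64e-05), and Timp3, an inhibitor of matrix proteases, by 2.43 (standard error 0.365, q-value 0.000481). Timp3 was also higher in the non-ischemic lobes, by 2.54 (standard error 0.358, q-value 0.00174), as were Thbs1, a matricellular protein, by 1.92 (standard error 0.506, q-value 0.0214) and Tpm4, a tropomyosin, by 1.73 (standard error 0.368, q-value 0.00853). Of the 46 genes of the list, 18 were higher and none was lower in the reperfused lobes (23 higher when adjusted over the list alone, median log2 fold change 0.51, adjusted p = 0.203 with an estimated correlation). In the non-ischemic lobes 8 were higher and none was lower (14 when adjusted over the list alone, median 0.19, adjusted p = 0.596 with an estimated correlation). Compared directly, 0 of the 46 differed between the lobes at 2 hr by limma over all probe sets tested, and 11 were higher in the reperfused lobe when adjusted over the list alone (median difference 0.23, adjusted p = 0.841 with an estimated correlation). With the animal as a block the call changed: over the probe sets past the interquartile range filter, 7 of 40 members tested were higher in the reperfused lobe and none was lower, among them Krt8 by 2.66 (standard error 0.256, q-value 0.00222), Krt18 by 1.86 (q-value 0.00814), Tubb6 by 1.41 (q-value 0.00406) and Anxa2 by 1.67 (q-value 0.0347), each higher in 3 of 3 animals. Without that filter the block gave 0 of the 46. Against shams of 2 hr alone, 7 genes were higher in the reperfused and 0 in the non-ischemic lobes. For the non-ischemic lobes that comparison called 1 of 11704 probe sets of any gene, so its 0 does not bear on this list. The count against pooled shams was 12, 14 and 8 without reperfused replicates 1, 2 and 3, and 2, 2 and 8 without non-ischemic replicates 1, 2 and 3; these counts and the block over filtered probe sets were chosen after the values were seen. From its regulators unique to the reperfused lobe and their target genes, the paper interprets the 2 hr changes as a wound healing type of response. It also relates phosphorylation changes between the lobes at 2 hr, from antibody arrays, to wound healing. Those arrays were not examined here.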

At 6 hr of reperfusion, there were 44 and 32 upstream regulators identified for the reperfused and non-ischemic lobes, respectively. Twenty-five of these regulators were common to both lobes. These included HNF4A, RICTOR and myc. The target genes accounting for these factors appeared to represent induction of normal metabolic functions relative to the sham group. 

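Many genes of glucose production fell in both lobes at 6 hr against the pooled shams, as did some genes of amino acid breakdown, fewer in the non-ischemic lobes. G6pc1, the last enzyme of glucose production, fell by 5.42 (standard error 1.06, q-value 0.00141) in the reperfused and by 5.46 (q-value 0.00232) in the non-ischemic lobes, on the log2 scale. Sds, which deaminates serine, fell by 4.84 (standard error 1.04, q-value 0.00275) in the reperfused lobes. Against the shams of 6 hr alone the fall of G6pc1 was 2.97 (standard error 1.1, q-value 0.0991) and 3.00 (standard error 1.13, q-value 0.11), which did not pass, and that of Sds in the reperfused lobes 2.62 (q-value 0.0174). Of 25 genes of gluconeogenesis and fasting, 16 were lower in the reperfused and 13 in the non-ischemic lobes, and none was higher (18 and 16 lower and 1 higher in each when adjusted over the list alone, median log2 fold change -2.33 and -2.21, adjusted p = 0.0531 and 0.0777 with an estimated correlation). Of 23 genes of the urea cycle and amino acid catabolism, 13 and 6 were lower (13 lower and 1 higher, and 8 lower and 3 higher, when adjusted over the list alone, adjusted p = 0.168 and 0.416 with an estimated correlation). Of 20 genes of fatty acid and triglyceride synthesis, 5 and 6 were lower, and of 17 genes of cholesterol synthesis 5 and 4. Of 26 genes of fatty acid oxidation, 2 were lower in each lobe; the median of these 26 was 0.14 in the reperfused and 0.29 in the non-ischemic lobes. Against shams of 6 hr alone, 8 and 7 genes of gluconeogenesis and fasting were lower.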

We hypothesized that these similar transcriptional changes in both lobes at six hours as a global shift toward normal liver metabolic functions. Transcriptional events that occurred at 6 hr of reperfusion differed greatly from those found at 0.5 and 2 hr in two ways. 

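Genes called in a single lobe at 6 hr had a fold change of the same sign in the other lobe, for the most part. Of 1065 probe sets called in the reperfused lobe only, 1047 (98.3%) moved the same way in the non-ischemic lobe, where their median absolute log2 fold change was 0.34 against 0.60 in the reperfused lobe. Of 588 called in the non-ischemic lobe only, 568 (96.6%) moved the same way in the reperfused lobe, with a median of 0.37 against 0.60. Both comparisons use the same shams, which raises such shares. With 6 shams for each lobe, the median share over 20 divisions was 98.5% (range 96.7 to 99.3) for those called in the reperfused lobe only and 98% (93.2 to 99.1) for those called in the non-ischemic lobe only, against 50% expected of unrelated signs; this was chosen after the values were seen and does not remove what the lobes of an animal share. Compared directly with limma, 0 of these probe sets and 0 of the 2361 called in both lobes differed between the lobes, with or without the animal as a block. Keratins were among the genes called in both lobes.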

First, unlike the other times, the 6 hr reperfused and non-ischemic lobes produced almost completely overlapping results. 

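Osmr, Creld2 and Hsph1 rose in both lobes at 6 hr against the pooled shams, while Upp2 and Lpin1 fell. In the reperfused lobes Osmr was higher than in the pooled shams by a log2 fold change of 4.11 (standard error 0.909, q-value 0.00323), Creld2, a protein of the endoplasmic reticulum, by 3.48 (standard error 0.633, q-value 0.000897) and the chaperone Hsph1 by 3.42 (standard error 0.508, q-value 0.00023). Their fold changes in the non-ischemic lobes were 3.69 (standard error 0.835, q-value 0.00509) for Osmr, 3.97 (standard error 0.556, q-value 0.000296) for Creld2 and 3.45 (standard error 0.497, q-value 0.00035) for Hsph1. Osmr passed in neither lobe against the shams of 6 hr alone (2.29 and 1.88, q-values 0.197 and 0.181) and Creld2 in the non-ischemic lobes only. Upp2, a uridine phosphorylase of the liver, fell by 6.53 (standard error 0.809, q-value 5.73e-05) in the reperfused and by 6.10 (q-value 0.000296) in the non-ischemic lobes. Lpin1, a phosphatidate phosphatase, fell by 5.90 (q-value 0.000483) and 5.56 (q-value 0.00117). Of 20 heat shock genes, 16 were higher in the reperfused and 15 in the non-ischemic lobes (17 and 18 when adjusted over the list alone, median 1.56 and 1.49, adjusted p = 0.0531 and 0.114 with an estimated correlation). Of 26 genes of the unfolded protein response, 6 and 10 were higher (8 higher, and 12 higher and 3 lower, when adjusted over the list alone, adjusted p = 0.408 and 0.416 with an estimated correlation). Of 19 acute phase genes, 5 and 4 were higher (adjusted p = 0.467 and 0.416 with an estimated correlation). The 6 hr shams themselves had 5 genes of each of these 2 lists higher than the earlier shams. Of 18 genes of bile acid synthesis and transport, 6 were lower in each lobe, and of 30 genes of cytochrome P450 and drug metabolism 5 in each. Of 14 markers of periportal hepatocytes, 8 and 5 were lower, and of 14 markers of pericentral hepatocytes 3 and 2. Of 17 neutrophil markers, 5 were higher in the reperfused and 3 in the non-ischemic lobes (8 and 8 when adjusted over the list alone), among them S100a9 with 1.45 (standard error 0.398) and Cxcr2 with 1.05 (standard error 0.254) in the reperfused lobes. Without reperfused 6 hr replicate 3, 1 of the 17 was higher there and S100a9 had 0.71 (standard error 0.329), a setting chosen after the values were seen. Of the same 17 markers, 6 were higher in the 6 hr shams than in the earlier shams.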

Second, the transcriptional response seemed to be driven by changes in genes related to normal metabolism. This response is unlike that found at the earlier time points, where changes in the reperfused lobe appeared to be regulated by factors and pathways usually associated with a damage response.

### Thirty minutes of reperfusion induces immediate early genes and a stress-induced transcriptional response

As noted above, the most marked changes in the reperfused lobes occurred at 0.5 hours of reperfusion. We identified the 25 genes with the largest fold change in expression. 

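Several of the genes with the largest rises in the reperfused lobes at 0.5 hr rose in the non-ischemic lobes as well. Apold1, an endothelial early response gene, was higher than in the pooled shams by a log2 fold change of 5.06 (standard error 0.367, q-value 2.15e-07) in the reperfused and 4.21 (standard error 0.346, q-value 3.61e-06) in the non-ischemic lobes. Nr4a1 was higher by 4.60 (standard error 0.761, q-value 0.00386) and 5.57 (standard error 0.765, q-value 0.00125). Ppp1r15a, which reverses the stress block of translation, had fold changes of 4.04 and 3.41, Tnfaip3, an inhibitor of NF-kB, 4.16 and 3.42, and the growth inhibitor Btg2, whose probe set was identified from the paper's table, 5.46 and 5.06. Gdf15 was higher by 6.11 (standard error 0.264, q-value 2.31e-10) and 2.65 (standard error 0.312, q-value 0.000247). Of 38 immediate early genes, 24 were higher in the reperfused lobes and none was lower (32 higher when adjusted over the list alone, median 2.11, adjusted p = 0.00073 with an estimated correlation). Of the same 38, 8 were higher in the non-ischemic lobes (22 when adjusted over the list alone, median 1.11, adjusted p = 0.104 with an estimated correlation). Of 32 NF-kB targets, chemokines and cytokines, 10 were higher in the reperfused lobes (15 when adjusted over the list alone, adjusted p = 2.27e-05 with an estimated correlation) and 4 in the non-ischemic lobes (6 higher and 1 lower when adjusted over the list alone, adjusted p = 0.104 with an estimated correlation). Of 11 markers of red blood cells and platelets, 2 were higher in the reperfused lobes (11 when adjusted over the list alone, median 0.87), among them the platelet factor gene Pf4 with 3.11 (standard error 0.6).

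**Figure D2:**
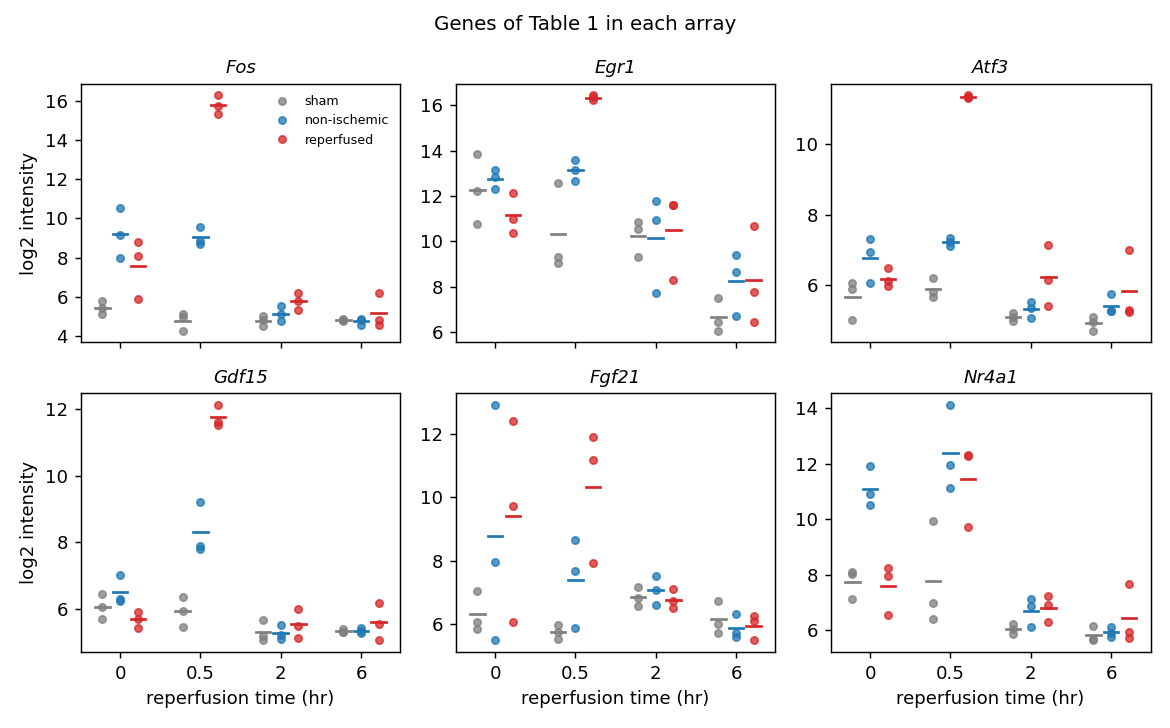
Log2 intensity (vertical axis) of Fos, Egr1, Atf3, Gdf15, Fgf21 and Nr4a1 in each sham, non-ischemic and reperfused array by reperfusion time in hr (horizontal axis), with points for the 3 arrays of a group and bars for their mean. At 0.5 hr the reperfused arrays of Fos and Atf3 lie above the non-ischemic arrays, and those of Nr4a1 do not.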

The corresponding fold changes and q-values of these 25 genes were matched to those found in the non-ischemic comparison (Table 1). The genes were tabulated into three groups for comparison: genes exclusive to the ischemic lobe, those found in both lobes but with fold changes in the reperfused lobe that were at least twice that in the non-ischemic lobe (shaded in grey), and those with increased expression in both lobes. 

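A few of the genes named for 0.5 hr were still higher than in the pooled shams at later times, with smaller fold changes. Fos was higher in the reperfused lobes at 2 hr by a log2 fold change of 0.81 (standard error 0.242, q-value 0.0376), Fosb by 0.88 (standard error 0.152, q-value 0.00152), Egr2 by 0.98 (standard error 0.292, q-value 0.0362) and Nfkbiz, a regulator of NF-kB, by 1.27 (standard error 0.29, q-value 0.01). None of these 4 passed against the shams of 2 hr alone, with q-values from 0.0709 for Nfkbiz to 0.274 for Egr2, and without reperfused 2 hr replicate 3 the rise of Egr2 was 0.34 (q-value 0.257). Against those shams Btg2 rose by 2.30 (standard error 0.347, q-value 0.0229) and Tnfaip3 by 1.90 (standard error 0.26, q-value 0.0175), though not against the pooled shams (q-values 0.196 and 0.163). At 6 hr Ccl3 was higher by 3.07 (standard error 0.97, q-value 0.0253), carried by 1 array: without reperfused 6 hr replicate 3 the rise was 0.66 (standard error 0.283, q-value 0.107). Against the shams of 6 hr alone, Ccl3 had a q-value of 0.254. In the non-ischemic lobes Nfkbiz was higher at 2 hr by 1.10 (standard error 0.268, q-value 0.0154). Of the 38 immediate early genes, 6 were higher in the reperfused lobes at 2 hr (14 when adjusted over the list alone, median 0.64, adjusted p = 0.369 with an estimated correlation) and 1 at 6 hr. The probe set that Rgs1 shares with another gene rose in the reperfused lobes at 2 hr by 2.44 (standard error 0.369, q-value 5e-04) against the pooled shams and by 2.65 (q-value 0.00467) against the shams of 2 hr.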

Notably, none of these 25 enriched genes were identified by ANOVA at either 2 or 6 hours of reperfusion (S2 Table). 

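Egr1, a zinc finger transcription factor, Fosb, the matricellular gene Ccn1 (also named Cyr61) and Gadd45a, a gene of the DNA damage response, rose in the reperfused lobes at 0.5 hr. Against the pooled shams the log2 fold change was 6.48 (standard error 1.28, q-value 0.0146) for Egr1, 5.50 (standard error 0.144, q-value 1.16e-13) for Fosb and 3.30 (standard error 0.519, q-value 0.00241) for Gadd45a. The chemokine genes Ccl3 and Cxcl10 rose by 4.12 (standard error 0.25, q-value 2.09e-08) and 3.32 (standard error 0.438, q-value 0.000407), and Junb, a partner of Fos, by 3.62 (standard error 0.403, q-value 6.53e-05). The hormone Fgf21 rose by 4.08 (standard error 0.57, q-value 0.000794), the lipoxygenase Alox15 by 3.29 (standard error 0.742, q-value 0.0327) and Ier2 by 5.63 (standard error 0.633, q-value 6.68e-05). In the non-ischemic lobes none of these 10 passed the test, with fold changes from 0.28 for Ccl3 and 0.30 for Fosb to 3.07 for Ccn1 and 3.28 for Egr1 (q-values 0.54, 0.247, 0.15 and 0.217). Junb passed in the non-ischemic lobes as well against the shams of 0.5 hr alone (1.34, q-value 0.0388), and Alox15 did not pass in the reperfused lobes (3.58, q-value 0.0876). Compared directly at 0.5 hr, Egr1, Fosb, Ccl3 and Ier2 differed between the lobes, and the other 6 did not pass, with log2 differences of 3.49 for Ccn1 (q-value 0.362), 2.94 for Fgf21 (q-value 0.827), 2.64 for Junb (q-value 0.107), 2.27 for Alox15, 1.78 for Cxcl10 and 1.76 for Gadd45a. With the animal as a block, Fgf21 (q-value 0.0206), Junb (q-value 0.00249) and Gadd45a (q-value 0.0193) passed as well.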

Examination of the genes exclusive to the reperfused lobe showed that they were consistent with an oxidative stress response (Cyr61, Fosb, Egr1, Gadd45a), chemokine and cytokine signaling (Ccl3, Junb, Cxcl10), and an inflammatory/immune response (Fgf21, Alox15, Ier2). Several immediate-early response genes (Fos, Jun, Atf3, Egr2) were found in both lobes, but had significantly higher fold-changes in the reperfused lobes. 

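Fos, Jun, Atf3 and Egr2 encode transcription factors that cells induce within minutes of a stimulus. In the reperfused lobes at 0.5 hr Fos was higher than in the pooled shams by a log2 fold change of 10.83 (standard error 0.247, q-value 2.34e-14), Jun by 6.69 (standard error 1.06, q-value 0.00263), Atf3 by 5.95 (standard error 0.278, q-value 5.92e-10) and Egr2 by 4.42 (standard error 0.25, q-value 9.81e-09). Fos was higher in the non-ischemic lobes by 4.09 (standard error 0.246, q-value 1.21e-07), Jun by 4.53 (standard error 1.06, q-value 0.0475) and Atf3 by 1.83 (standard error 0.278, q-value 0.00361). Egr2 did not pass there against the pooled shams, with 0.70 (standard error 0.172, q-value 0.0585). Against the pooled shams the deadenylation factor Zfp36, the GTPase Rhob and Nfkbiz also fell short in the non-ischemic lobes, with q-values of 0.0662, 0.0717 and 0.061. In the same lobes Egr2 (0.73, q-value 0.0495) and Zfp36 (1.43, q-value 0.00499) passed against the shams of 0.5 hr alone, and Rhob and Nfkbiz did not.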

RT-qPCR was performed on several of these genes to confirm the changes observed in the reperfused compared to non-ischemic lobe (S2 Fig). Examination of our IPA results showed that these 25 genes contributed substantially to the identification of multiple upstream regulators in the reperfused lobe. This subset of genes also contributed to the higher level of significance in the reperfused lobe compared to the non-ischemic lobe seen for IPA results common to both groups. 

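Genes called in a single lobe at 0.5 hr moved the same way in the other lobe, for the most part, and few of them differed between the lobes when these were compared directly. Of 144 probe sets called in the reperfused lobe only, 127 (88.2%) had a fold change of the same sign in the non-ischemic lobe, and 79 had an unadjusted p under 0.05 there. Their median absolute log2 fold change was 1.00 in the reperfused and 0.40 in the non-ischemic lobes. Of these 144, 10 differed between the lobes by limma, Fosb, Ccl3 and Ier2 among them, and 27 with the animal as a block. Of 90 called in the non-ischemic lobe only, 85 (94.4%) had the same sign in the reperfused lobe and 2 differed between the lobes, 12 with the animal as a block. The shams are shared by both lobes, which raises the shares of equal sign. With 6 shams for each lobe the median share over 20 divisions was 92.3% (range 86 to 96.1) for those called in the reperfused lobe only and 96.5% (88.5 to 100) for those called in the non-ischemic lobe only, a test chosen after the values were seen. Of the 47 called in both lobes, 4 differed, Fos and Atf3 among them. From the lists of genes in 1 lobe and in both, the paper proposes a response of the reperfused parenchyma itself for the former and an effect of circulating factors or blood flow for the latter.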

We interpret these results as indicating that those differentially expressed genes exclusive to the ischemic lobe could be a result of an IR-mediated response autonomous to the hepatic parenchyma, while genes whose expression was affected in both the non-ischemic and reperfused lobes may be a result of changes in circulating factors or hemodynamics changes associated with interruption of flow to the ischemic-reperfused lobes [30–32].

**Table 1:** Results for the 25 genes with the greatest fold change in the reperfused and non-ischemic lobes relative to the sham surgery group after thirty minutes of reperfusion.

		Reperfused			Non-Ischemic		
Gene Symbol	Gene Name	Fold Change	log2 Fold Change	q-value	Fold Change	log2 Fold Change	q-value
Cyr61	Cysteine Rich Angiogenic Inducer 61	94.56	6.56	1.26E-04	---	---	---
Egr1	Early Growth Response 1	89.14	6.48	0.007	---	---	---
Ier2	Immediate Early Response 2	49.60	5.63	2.30E-06	---	---	---
Fosb	FosB Proto-Oncogene, AP-1 Transcription Factor Subunit	45.24	5.50	1.82E-16	---	---	---
Ccl3	C-C Motif Chemokine Ligand 3	17.35	4.12	0.024	---	---	---
Fgf21	Fibroblast Growth Factor 21	16.90	4.08	0.008	---	---	---
Junb	JunB Proto-Oncogene, AP-1 Transcription Factor Subunit	12.25	3.62	2.41E-06	---	---	---
Cxcl10	C-X-C Motif Chemokine Ligand 10	9.99	3.32	0.003	---	---	---
Gadd45a	Growth Arrest And DNA Damage Inducible Alpha	9.85	3.30	2.25E-04	---	---	---
Alox15	Arachidonate 15-Lipoxygenase	9.74	3.28	0.024	---	---	---
Fos	Fos Proto-Oncogene, AP-1 Transcription Factor Subunit	1823.49	10.83	2.77E-14	17.01	4.09	3.13E-07
Jun	Jun Proto-Oncogene, AP-1 Transcription Factor Subunit	102.91	6.69	5.74E-04	23.16	4.53	0.016
Gdf15	Growth Differentiation Factor 15	68.85	6.11	5.66E-13	6.26	2.65	1.14E-05
Atf3	Activating Transcription Factor 3	61.97	5.95	1.85E-10	3.56	1.83	0.001
Rgs1	Regulator Of G Protein Signaling 1	26.48	4.73	9.74E-08	13.52	3.76	5.05E-05
Egr2	Early Growth Response 2	21.42	4.42	4.31E-07	1.62	0.70	0.029
Rhob	Ras Homolog Family Member B	21.15	4.40	9.07E-04	7.27	2.86	0.030
Zfp36	ZFP36 Ring Finger Protein	13.58	3.76	1.87E-07	2.60	1.38	0.029
Nfkbiz	NFKB Inhibitor Zeta	13.09	3.71	1.85E-08	3.83	1.94	0.034
Btg2	BTG Anti-Proliferation Factor 2	43.93	5.46	0.003	33.40	5.06	0.008
Apold1	Apolipoprotein L Domain Containing 1	33.28	5.06	2.77E-09	18.50	4.21	1.56E-06
Nr4a1	Nuclear Receptor Subfamily 4 Group A Member 1	24.30	4.60	7.61E-04	47.34	5.56	6.19E-05
Tnfaip3	TNF Alpha Induced Protein 3	17.85	4.16	0.001	10.69	3.42	0.009
Ppp1r15a	Protein Phosphatase 1 Regulatory Subunit 15A	16.41	4.04	3.90E-04	10.62	3.41	0.004
Serpine1	Serpin Family E Member 1	11.14	3.48	0.009	17.54	4.13	0.002

Grey shading indicates those genes that were induced in both the reperfused and non-ischemic lobes.

### Cluster analysis of temporal changes in genes during early reperfusion

To further investigate the temporal pattern of gene expression in the reperfused and non-ischemic lobes, we performed one-way ANOVA on all 11,704 probe sets. Using a significance threshold of q<0.05, 29 probe sets, corresponding to annotated genes, were identified for inclusion in a heat map. 

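In the fit without the animal as a block, the lobes differed at some time in 31 probe sets, most of them higher in the reperfused lobe. At the time of its largest difference, 0.5 hr for 20 of them, 15 were higher in the reperfused lobe and 5 lower. For 10 the largest difference lay at 2 hr, with 9 higher, and 1 was lower at 0 hr. These probe sets include those of Fos, Junb, Dusp6, a phosphatase that ends ERK signaling, and Atp1b1, a subunit of the sodium pump. The test was limma's F-test of the differences between the lobes at the 4 times, fitted to the 24 lobe arrays, with 624 probe sets at an unadjusted p under 0.05. With the animal as a block 245 probe sets passed, and an F-test of any difference among the 8 lobe groups gave 4928. Without lobe replicate 1, 2 or 3 the count was 3, 1 and 19.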

We performed hierarchical clustering by row to discern temporal patterns of expression (S4 Table). Four well-defined clusters of annotated genes emerged (Fig 6). The first two clusters showed a marked increased expression in only the ischemic group after 2 hr of reperfusion. 

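Tm4sf4, Anxa1, an annexin that dampens inflammation, Dusp6 and Vhl, which marks HIF for degradation, passed the F-test of the lobe differences over the 4 times. Tm4sf4 had a log2 difference of 0.92 at 0.5 hr and 0.31 at 6 hr (F-test q-value 0.00648). For Anxa1 the difference was 2.00 at 0.5 hr, 1.67 at 2 hr and 0.27 at 6 hr (q-value 0.00303), and for Dusp6 it was 2.39, 1.00 and -0.03 (q-value 0.0437). The probe set that the paper's table labels Dusp6 is another, annotated here as Tekt5l1, with differences of -0.88, -0.82 and -0.15 (q-value 0.000406). Vhl had differences of 0.15, 1.25 and 0.66 (q-value 0.0273, and 0.059 with the animal as a block). Palmd, an actin-associated protein, had a difference of 1.47 at 2 hr: its mean log2 intensity went from 12.94 in both lobes at 0.5 hr to 10.69 in the non-ischemic lobes and to 12.16 in the reperfused lobes. For Gucd1 the difference was 0.05 at 0.5 hr and 1.89 at 2 hr, and for Akap13, an anchoring protein, 1.59 at 2 hr. The difference of Bcl2l11 at 0.5 hr was -1.30. The values of each gene over time are means of 3 arrays, and the F-test does not say at which time a gene differed.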

The first cluster consisted of 4 genes (Tm4sf4, Anxa, Dusp6, Vhl) linked to cell adhesion and regulation of cell shape, while the second cluster contained 7 genes involved in cell survival and general signal transduction (including Palmd, Akap13, Gucd1). Cluster 3 was comprised of genes with increased expression in the ischemic group after 0.5 hr of reperfusion. This cluster consisted of 13 genes, including immediate-early response genes and those associated with a HIF-1α-independent gene response [33]. 

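Plk2, a kinase of the stress response, Klf4, a transcription factor, Id1, an inhibitor of differentiation, Rnd3, a GTPase, and Clk1, a splicing kinase, passed the F-test of the lobe differences and had their largest differences at 0.5 hr. At that time the log2 difference was 1.63 for Plk2, 2.36 for Klf4, 1.07 for Id1, 1.64 for Rnd3 and 1.80 for Clk1. At 2 hr it was 0.35, -0.16, -0.23, 0.72 and -0.33, and at 6 hr 0.26, 0.16, 0.07, 0.11 and -0.16. At 0 hr, before reperfusion, Klf4 had a difference of -0.68 and Clk1 of 0.72.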

The genes in cluster 3 had, in general, much higher expression than any other genes displayed in the heatmap (S4 Table). 

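Fos had the highest single intensity of the genes past the F-test, with 16.28 on the log2 scale in 1 reperfused array of 0.5 hr. Over the 24 lobe arrays, its mean log2 intensity was 7.81. Among the other genes with their largest rise at 0.5 hr, the mean ran from 5.47 for Id1 to 11.15 for Plk2, with 5.89 for Fosb and 8.88 for Ier2. Tm4sf4, Palmd, Gucd1, Atp1b1 and Coq10b had means of 12.54, 12.18, 11.45, 11.28 and 11.18. The median of these means was 7.81 for the 15 probe sets higher at 0.5 hr, which are not the same set as the paper's cluster 3, and 8.94 for the other 16, and the median of the highest array was 11.50 and 10.78. Intensities of different probe sets depend on their probes as well as on the amount of RNA, so levels of different genes compare only roughly.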

Cluster 4 showed a relative increase in expression in the non-ischemic lobe at 0.5 and 2 hr of reperfusion. The five genes in cluster 4 were associated with liver metabolic function.

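Coq10b, which is needed for coenzyme Q in respiration, and the sodium pump subunit Atp1b1 passed the F-test of the lobe differences, with negative differences from before reperfusion on. The log2 difference of Coq10b was -2.97 at 0 hr, -3.14 at 0.5 hr, -2.12 at 2 hr and -0.28 at 6 hr. That of Atp1b1 was -1.36 at 0.5 hr, -1.07 at 2 hr and -0.03 at 6 hr. The probe set that the paper's table labels Atp1b1 is another, annotated here as RGD1563888, with -1.11 at 0 hr, -0.95 at 0.5 hr and -0.23 at 2 hr (q-value 0.0358). Apbb3, an adaptor protein, had -0.60, -1.50, -1.07 and -0.18 at the 4 times. For Rell1 the difference was -0.86, -1.90, -0.04 and 0.28, and for Mob4 -0.70, -0.80, -1.06 and -0.03. Against the pooled shams at 2 hr, Coq10b was higher in the non-ischemic lobes by 3.40 (standard error 0.69, q-value 0.00712) and Atp1b1 by 2.84 (standard error 0.608, q-value 0.00893). Neither passed there against the shams of 2 hr alone (3.03, q-value 0.0907, and 1.81, q-value 0.244).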

**Fig 6:**
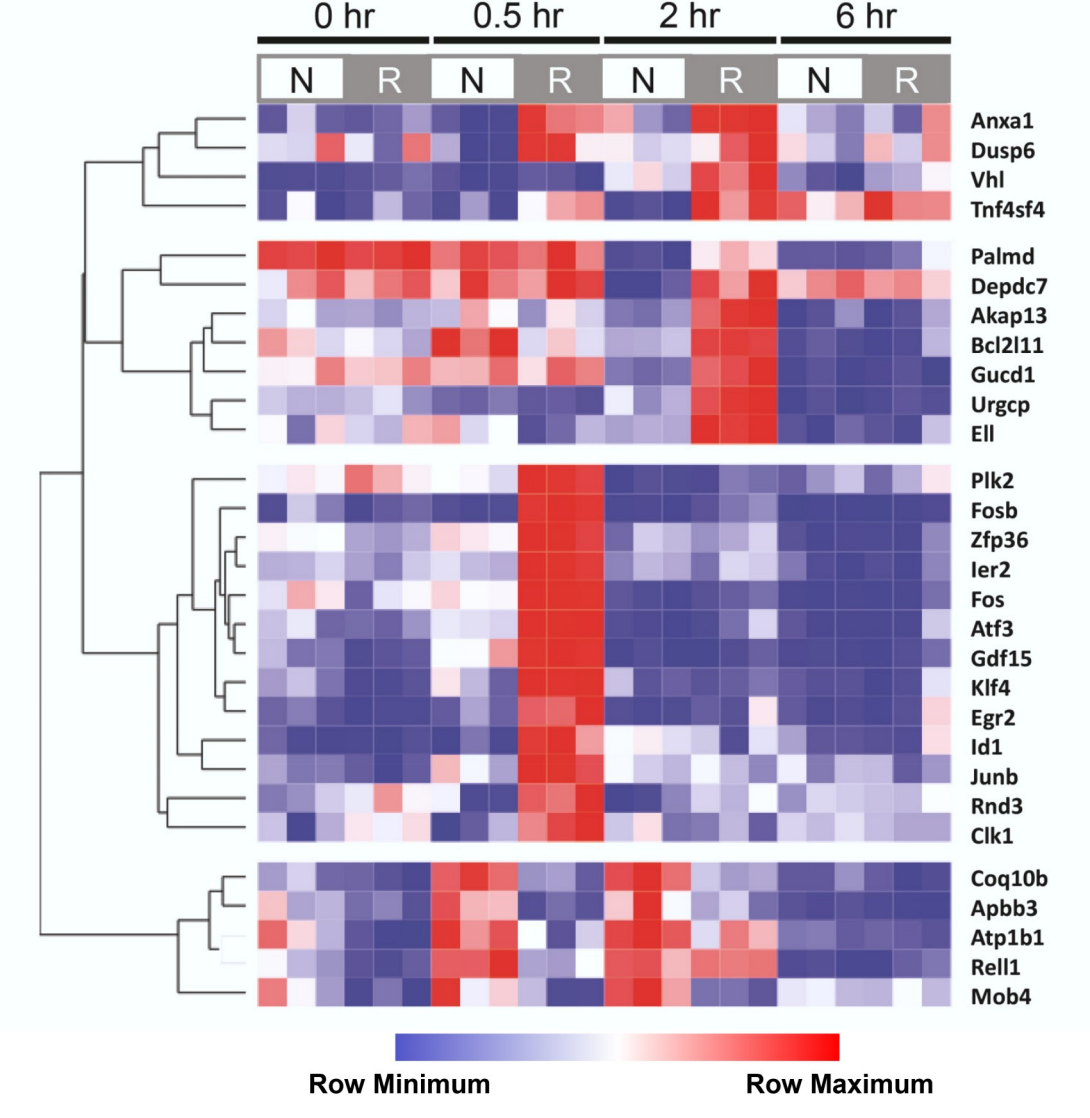
Cluster analysis of the temporal changes in gene expression during early reperfusion. One-way ANOVA was performed across all probe sets (11,704) for the reperfused and non-ischemic samples (n = 3) at all reperfusion times. The resulting 29 significant probe sets (q< 0.05) were used to construct a heat map with hierarchical clustering by row (Pearson’s correlation). Four well-defined gene clusters are shown. The intensity of color corresponds to highest (red) and lowest (blue) expression for that gene relative to the mean expression for that gene (white).

### Phosphorylation events in the reperfused lobes correspond to oxidative stress-mediated wound healing

To investigate early signal transduction events that might be involved in the transcriptomic response to reperfusion, we performed high-throughput protein phosphorylation screening. We used Kinexus antibody microarrays in a comparison of the reperfused and non-ischemic lobes. We focused on phosphorylation events after two hours of reperfusion, reasoning that short term changes would likely persist at this time point. Among the 880 phosphosites on the arrays, a total of 15 had an FDR <0.05, with 13 upregulated and 2 downregulated in the reperfused lobes compared to the non-ischemic lobes (S5 Table). The majority of the identified phosphosites represented activating phosphorylation events, as indicated by examination of the PhosphoSitePlus® and UniProt knowledge bases [34, 35]. These markers of signaling events, including p70S6K, Paxillin1, CDK1, and Cofilin1, have been implicated in pathways regulating cell adhesion, cytoskeletal reorganization and cell survival. Some phosphosites showed large fold-changes but did not achieve statistical significance based on biological variability within groups. Activating phosphorylation sites on Jun (Y170) and Fos (T232) were increased in the reperfused lobe, but did not reach statistical significance. Notably absent were changes in the phosphorylation state of proteins in the Raf-MEK-Erk signaling cascade.

We went on to examine changes in the activity of JNK, ERK1/2 and p38 signaling in the reperfused and non-ischemic lobes following 30 minutes of reperfusion (S3 Fig). We did not observe any significant differences in the phosphorylation of these signaling components at any of the reperfusion time points analyzed. We also examined AMPK and mTORC1 signaling in the reperfused and non-ischemic lobes as these two pathways are responsive to fluctuations in energy and nutrients levels [11]. In addition, these pathways play a role in regulating autophagy which is known to be important for cell survival following ischemia-reperfusion injury [36]. We did not observe changes in AMPK or mTORC1 signaling in the reperfused compared to non-ischemic lobe (S4 Fig).

## Discussion

Current targeted therapies under investigation to attenuate hepatic ischemia-reperfusion (IR) injury aim to blunt the progression of early reperfusion, and the resulting damage, through the inhibition of pathways induced by reactive oxygen species (ROS) and inflammation [9]. However, there has been limited success in the clinical translation of targeted interventions found to ameliorate hepatic damage in animal models of IR injury. Recent literature challenges this canonical oxidative stress-driven IR injury paradigm [13, 37, 38]. Rather, these studies, which employed an omics approach, suggest that newly-identified signaling pathways promote injury in IR models.[14] These pathways, including dysregulated lipid metabolism, are shown to be critical and sufficient to induce cell dysfunction and death in IR injury models. These findings suggest further investigation is necessary to understand mechanistic responses to ischemia which, in addition to metabolic changes and hypoxia, includes stimuli associated with shear stress, altered nutrient availability and humoral factors.

In contrast to targeted therapies, ischemic preconditioning (IPC) is a therapeutic approach that reduces IR-mediated damage by stimulating an adaptive response prior to injury [39]. While IPC is effective in reducing hepatic damage in preclinical IR injury models, clinical translation has yielded conflicting results [15–18]. The protective mechanisms of IPC have been characterized extensively to include increased antioxidant activity, decreased ROS production, and decreased neutrophil infiltration. Recently, COX-2, a prostaglandin-endoperoxide synthase that is upregulated during inflammation, has been identified as a protective mediator induced by IPC in hepatocytes in an IR injury model [14]. Profiling signaling pathways and their upstream regulation stimulated by transient ischemia can produce more refined targets to mitigate IR-mediate damage to test in patient trials.

In this study, we examined a model of hepatic IR and found that many of the changes in gene expression that could be attributed to IR were also present in the lobes unaffected by ischemia.

Our experimental design used a well-established 70% warm transient ischemia-reperfusion rat model to compare changes in gene expression in the reperfused lobes to the other 30% of liver (non-ischemic lobes) that did not experience blood interruption [40, 41]. To our knowledge, this is the first study to profile the transcriptome of the non-ischemic lobe in any warm 70% IR model. These changes were compared to sham-operated animals at four time points: directly after 30 minutes of ischemia and at 3 reperfusion durations selected to profile early events. We also selected a duration of ischemia intended to induce signaling events and transcriptomic changes without overt injury. Our experimental design offered three potential benefits. First, with a brief ischemic period, we could profile the molecular mechanisms that govern cell responses to transient ischemia that are independent of hepatic necrosis and immune cell recruitment. This allowed us to examine early responses by the resident cell population without the confounding factors of an inflammatory response or cell death. Second, we could account for changes in hemodynamics and humoral factors to identify responses exclusive to IR by profiling both the reperfused and non-ischemic lobes and comparing them to sham-operated animals. Lastly, by examining several times of reperfusion, we could compare transcriptional changes at the onset, middle, and end of the early reperfusion phase.

At all three reperfusion times, there were hundreds of genes that changed significantly in the reperfused lobe when compared to the sham group. However, while the transcriptomes of the reperfused lobes differed from one another at each of the three reperfusion times, they were strikingly similar to their time-matched non-ischemic counterparts. One explanation for this observation is that many of the transcriptional events that occur during early reperfusion do not represent an autonomous response in the reperfused lobe. Rather, they may be dependent on circulating factors that are released from the ischemic-reperfused lobe and affect the whole of the liver. We also considered the possibility that these tissue non-autonomous events represent changes in hemodynamics. The changes in blood flow to the non-ischemic lobe when flow to the ischemic lobe is interrupted may involve a transient increase that produces congestion and, as a result, impaired flow. 

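Genes called against the pooled shams were called in part against the shams of the same time. In the reperfused lobes, 134 of the probe sets called at 0.5 hr, 167 at 2 hr and 1566 at 6 hr were called against both groups of shams, all in the same direction. The counts in the non-ischemic lobes were 115, 1 and 1194. The sham-operated livers themselves differed between times, as in Egr1, which fell by 4.27 (standard error 0.875, q-value 0.00743) in the 6 hr shams against the earlier shams, and Pdk4, which fell by 5.27 (standard error 0.986, q-value 0.00455). Of 22 glucocorticoid-responsive genes, 1 was higher and 7 were lower in the 6 hr shams, of 26 genes of fatty acid oxidation 7 were lower, and of 20 clock genes 4 were higher and 4 lower (adjusted p = 0.826 with an estimated correlation). Of 17 neutrophil markers 6 were higher.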

Regardless, the global liver response is specific to IR, as the changes were not seen in the sham-operated animals.

Pathway analyses did not reveal convincing evidence of the activation of specific canonical transcription factors at any time point. Subsequent phosphorylation screening also did not implicate a specific pathway that could explain this transcriptional profile. We intend to undertake a more complete analysis of signaling events using mass spectrometry based phosphoproteomics. That approach was beyond the scope of the present study.

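Against the pooled shams, Fos and Jun stood at the head of the rises at 0.5 hr, and more genes changed at later times. Rises of more than 10-fold were most numerous at 0.5 hr. They numbered 23, 11 and 12 in the reperfused lobes at 0.5, 2 and 6 hr, and 15, 4 and 8 in the non-ischemic lobes. For the reperfused lobes, the median absolute log2 fold change of the probe sets called against the pooled shams was 1.14 at 0.5 hr, 0.754 at 2 hr and 0.752 at 6 hr. Of these probe sets, 53, 63 and 127 had an absolute log2 fold change over 2. In the non-ischemic lobes the medians were 1.09, 0.761 and 0.715, and 30, 60 and 85 probe sets exceeded 2. Against the shams of the same time alone the order of 0.5 and 2 hr turned: 182 probe sets exceeded 2 in the reperfused lobes at 0.5 hr, 35 at 2 hr and 129 at 6 hr, and 172, 1 and 87 in the non-ischemic lobes. The shams of 0.5 and 2 hr themselves lay apart on the second component, at 42.7 ± 1.6 (SD, n = 3) and -2.7 ± 18.9. The part of this gap in the turned order was not tested. For all of the probe sets called against the pooled shams at 0.5 hr, the arrays of the reperfused lobes lay on the same side of the sham mean. Single shams could still overlap with them, as for Nr4a1.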

The briefest period of reperfusion that we examined (0.5 hr) had the largest set of differentially expressed genes. Thirty minutes of reperfusion was enough to induce marked increases in genes that together form an immediate-early gene response unique to the reperfused lobe. 

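The fold changes of the lobes against the pooled shams were related across genes at each reperfusion time, with Fos, Fosb and Ier2 among the genes that set the lobes apart at 0.5 hr. Pearson's r across the 11704 probe sets was 0.786 at 0.5 hr, 0.846 at 2 hr and 0.912 at 6 hr; genes are not independent replicates, and shams shared by both lobes alone gave a mean r of 0.195 in simulations. These simulations leave out that both lobes come from the same animals, which can raise r and the share of equal signs. The fold changes had the same sign in both lobes for 78.2%, 81.5% and 84.1% of probe sets, against a mean of 56.4% in the simulations. With 6 shams for each lobe, a test chosen after the values were seen, the median share over 20 divisions was 72.7% at 0.5 hr, 77.5% at 2 hr and 80.9% at 6 hr. The mean of the reperfused lobes lay at a Euclidean distance of 26.8 from that of the non-ischemic lobes at 0 hr, 36.9 at 0.5 hr, 34.4 at 2 hr and 33.6 at 6 hr. Of the probe sets called in the reperfused lobe, 75.4% were not called in the non-ischemic lobe at 0.5 hr, 43.8% at 2 hr and 31.1% at 6 hr. This order does not hold against the shams of the same time alone, where the reperfused lobes at 0.5 hr had the largest share of calls in common with the non-ischemic lobes. These shams differ between times. On the second component the 0.5 hr shams lay at 42.7 ± 1.6 (SD, n = 3) and the 2 hr shams at -2.7 ± 18.9. The reperfused and non-ischemic lobes lay at -8.1 and -8.0 at 0.5 hr and at -27.0 and -28.2 at 2 hr. Whether this sets the order was not tested.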

At this time point, the reperfused lobes were the most unlike their non-ischemic counterparts, with over 70% of changes found exclusively in the reperfused lobe. This earliest response found in the reperfused lobe consisted of a set of immediate early genes (Atf3, Egr1, Fos, Fosb, Jun, Junb) and those that encode chemokines and other secreted proteins (Ccl3, Cxcl10, Ier2, Fgf21 All of these genes had dramatic fold-changes, ranging from 10-fold to over 1000-fold). Many of these genes have been implicated in the response to ischemia reperfusion in brain and heart [42, 43]. In these models, the activation of immediate early genes is correlated with cell proliferation and differentiation, while chemokines are associated with inflammation. Fgf21 is a secreted protein whose main site of production is the liver. The serum level of Fgf21 has been shown to be a prognostic biomarker of the severity of ischemia reperfusion injury in patients with liver transplantation [44]. However, the damage only occurs after the marked increase in circulating Fgf21 are attenuated, suggesting that FGF21 may have a role in protection. Fgf21 treatment of cultured cardiomyoctes induced the expression of genes involved in antioxidant pathways [45]. Similarly, Fgf21 has been shown to promote functional recovery in a model of neonatal hypoxia-ischemia [46]. Fgf21 has also been shown to prevent liver injury in mouse models of ethanol binge drinking [47]. The studies raise the possibility that Fgf21 production in the liver may be upregulated in response to stress in order to provide a protective effect. The precise role of immediate early genes and secreted proteins, such as, chemokines and Fgf21 in hepatic ischemia reperfusion remain unknown and represent intriguing targets for further study.

Unlike the 0.5 hr groups, the reperfused and non-ischemic lobes at 2 and 6 hours of reperfusion showed a marked overlap in expression changes. Over 60% of the affected genes in the reperfused lobe were also affected in the non-ischemic at the 2 and 6 hr time points. However, there was one notable change at the 2 hr time point that was specific to the reperfused lobe. After 2 hr of reperfusion, genes involved in a wound healing-type damage response were upregulated in the reperfused lobe only. This damage response did not persist at 6 hr.

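At 6 hr, genes of the extracellular matrix and cytoskeleton were higher than in the pooled shams in the reperfused lobes. Krt8 was higher by a log2 fold change of 3.82 (standard error 0.3, q-value 2.84e-06), Krt18, its partner in the keratin filament, by 3.32 (standard error 0.4, q-value 4.95e-05), Tubb6 by 2.82 (standard error 0.351, q-value 5.83e-05) and Anxa2, an annexin, by 2.64 (standard error 0.795, q-value 0.0198). The array of reperfused replicate 3 stood apart: without it the rise was 3.20 for Krt8, 2.85 for Krt18 and 2.23 for Tubb6, all past the threshold, and 0.74 for Anxa2 (standard error 0.347, q-value 0.142). Of the 46 genes of the list, 14 were higher and 1 was lower in the reperfused lobes (20 higher and 1 lower when adjusted over the list alone, median 0.58, adjusted p = 0.408 with an estimated correlation), and 3 were higher in the non-ischemic lobes (3 when adjusted over the list alone, median 0.14, adjusted p = 0.755 with an estimated correlation). Between the lobes, 0 genes of the list passed at 6 hr by limma, also when adjusted over the list alone (median difference 0.46, adjusted p = 0.988 with an estimated correlation). The change of the difference between the lobes from 2 to 6 hr passed the test for 0 probe sets of any gene, with 909 at an unadjusted p under 0.05. Against shams of 6 hr alone, 7 genes of the list were higher in the reperfused lobes. Without reperfused replicate 3, 4 of the 46 were higher than in the pooled shams (4 when adjusted over the list alone, median 0.16), an alternative chosen after the values were seen.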

Our analyses were performed on liver tissue. However, as hepatocytes constitute 70% of liver mass, our data most likely reflect changes in the hepatic transcriptome. Hepatocyte-derived signaling could act as a rheostat for IR responses, including inflammatory signaling, neutrophil infiltration, cell survival and cell death. We originally hypothesized that in our model, the brief period of ischemia would induce multiple cell signaling pathways that would promote cell survival [48, 49]. This hypothesis was partly based on previous studies where targeted interventions, such as inhibition of mTORC1 [11], were used to alleviate hepatic damage. However, our results indicate that canonical signaling pathways, such as, mTORC1 and MAPK signaling and anti-oxidant responses cannot account for the complex and broad changes in the transcriptome we observed, especially at the earlier time points of reperfusion.

Finally, the absence of data pointing to roles for specific transcription factors or signaling networks that would account for these changes in gene expression may indicate non-canonical signaling is involved in these early events. One possibility is an alteration in energy metabolism that induces changes in local metabolite concentrations, histone modifications, and chromatin structure. Changes in the epigenome in response to liver ischemia reperfusion has not been previously investigated and has great potential for modulating gene expression and pathways involved in tissue response to injury. This is an area that will come under investigation as we pursue further studies.

## Supporting information

S1 Fig Transcription factor (TF) activity in the 0.5 hr reperfused and sham groups. Signosis transcription factor arrays were performed on nuclear extracts isolated from triplicate reperfused lobes 30 minutes following reperfusion and sham controls. The graph depicts TF activity (relative fluoresecence units; RFUs) for 25 TFs with known roles in the response to oxidative stress. Data are shown as mean + 1 SD.
(TIF)

S2 Fig Relative expression of *Cyr61*, *Fgf21* and *Fos* in the reperfused compared to non-ischemic lobes at 0.5 hr of reperfusion. Relative mRNA expression levels for *Cyr61*, *Fgf21* and *Fos* were determined by RT-qPCR. Each gene of interest was quantified using the comparative CT method with *18s* as a reference. Fold-change (the ratio of the reperfused to non-ischemic lobes) for each animal are shown as individual points with the line indicating the mean of the triplicate measurements.
(TIF)

S3 Fig Representative images of western immunoblots for three MAPKs. Phosphospecific western immunoblotting was performed to assess the activity of three MAPKs, JNK, ERK and p38. Antibodies directed toward the non-phosphorylated, total protein were used to assess differences in stoichiometry of phosphorylation (the ratio of phospho- to total). The analysis was performed on quadruplicate biological replicates of the non-ischemic (“N”) and reperfused (“R”) lobes. An EGF/insulin treated sample (“C”) were added to each blot as a positive control for MAPK activation. Representative immunoblots from samples obtained at 0.5 hr of reperfusion are shown. **(A)** Phospho-ERK 1/2 (T202/Y204) and total ERK 1/2. **(B)** phospho-JNK (T183/Y185) and total JNK. **(C)** Phospho p-p38 (T180/Y182) and total p38. No statistically significant changes in the phospho/total ratios between the reperfused and non-ischemic lobes were observed for ERK, JNK or p38. The total blots for each protein were stripped and reprobed for GAPDH.
(TIF)

S4 Fig Representative images of western immunoblots representing AMPK/mTORC1 activities. Western immunoblot analysis was performed on quadruplicate biological replicates of the non-ischemic (“N”) and reperfused (“R”) lobes at 0.5h of reperfusion and a positive control using an EGF/insulin treated sample (“C”) were added to each blot. **(A)** Phospho-AMPKα (T172) and total AMPKα at 30 minutes of reperfusion. **(B)** Phospho-S6 (S235/S236) and total S6 immunoblots at 30 minutes of reperfusion. No statistically significant changes in the phospho/total ratios between the reperfused and non-ischemic lobes were observed for AMPK or S6. The total blots for each protein were stripped and reprobed for GAPDH.
(TIF)

S5 Fig Unadjusted images of western immunoblots shown in supplemental S3 and S4 Figs. Western immunoblot analysis was performed on quadruplicate biological replicates of the non-ischemic (“N”) and reperfused (“R”) lobes at 0.5h of reperfusion and a positive control using an EGF/insulin treated sample (“C”) were added to each blot. Pre-stained molecular weight markers are labeled as M.
(PDF)

S1 Table Histologic scoring of H&E sections. Multiple 20x sections of the non-ischemic and reperfused lobes from duplicate animals were scored using a modified Suzuki scale by a blinded pathologist.
(XLSX)

S2 Table Significant probe sets in pairwise comparisons of reperfused versus non-ischemic lobes and reperfused or non-ischemic lobes versus pooled shams. Probe sets (11,704) were used for pairwise ANOVA. Statistically significant probe sets (q<0.05) are listed with probe id, gene symbol, log_2_ fold-change, and q-value. Each worksheet represents a comparison of two specific groups at one time point.
(XLSX)

S3 Table Significant probesets from the pairwise comparison of the reperfused versus non-ischemic lobes across all reperfusion times. Probe sets (11,704) were used for pairwise ANOVA. Statistically significant probe sets (q<0.05) are listed with probe id, gene symbol, and expression value for each biological replicate.
(XLSX)

S4 Table Significant IPA results from the pairwise comparisons of reperfused versus non-ischemic and reperfused or non-ischemic lobes versus pooled shams. Differentially expressed probe sets from ANOVA of pairwise comparisons were used for IPA (Core Analysis). Combined gene sets were analyzed for Canonical Pathway while upregulated and downregulated gene sets were analyzed separately for Upstream Analysis. All gene sets yielded similar results. The combined gene sets for each analysis are shown. Top results from the Upstream Analysis found in the 0.5 hr reperfused comparison were compared to that found in the 0.5 hr non-ischemic counterpart.
(XLSX)

S5 Table Kinexus results. We performed pairwise comparisons of reperfused or non-ischemic lobes compared to pooled shams. Protein homogenates from reperfused and non-ischemic lobes at 2 hr of reperfusion as well as pooled shams were used for Kinexus KAM 900P antibody arrays. Raw data values are displayed in colored cells that is based on a color gradient; 0 is deep blue, the median value is white, and 100,000 is red. Statistically significant results from the one-way ANOVA results are tabulated with fold changes, p-values, and q-values.
(XLSX)

## Abbreviations

ALT: alanine aminotransferase
ANOVA: analysis of variance
AST: aspartate aminotransferase
FDR: false discovery rate
H&E: hematoxylin and eosin
hr: Hour
IPA: Ingenuity Pathway Analysis
IPC: ischemic preconditioning
IR: ischemia-reperfusion
PC: principal component
PCA: principal component analysis
ROS: reactive oxygen species

# Supplementary material for: Transcriptional changes during hepatic ischemia-reperfusion in the rat
**Source:** PLoS One. 2019 Dec 31;14(12):e0227038. doi: 10.1371/journal.pone.0227038

A

Biological Replicate
1 2 3 4
M N R N R N R N R C

pERK 1/2
T202/Y204

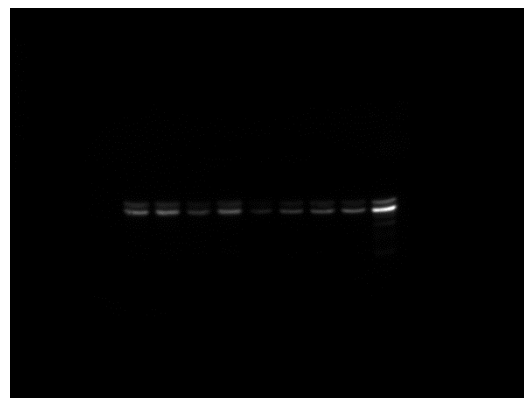

44
42

B

Biological Replicate
1 2 3 4
M N R N R N R N R C

pJNK
T183/Y185

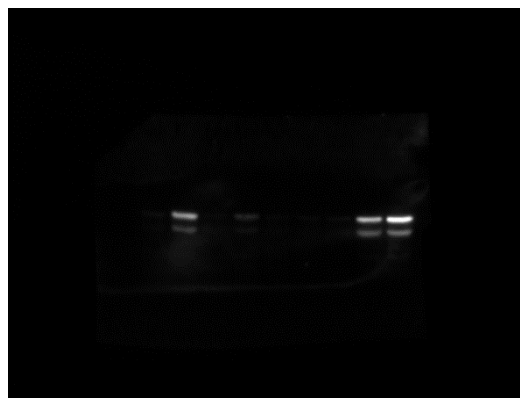

54
46

C

Biological Replicate
1 2 3 4
M N R N R N R N R C

P-p38
T180/Y182

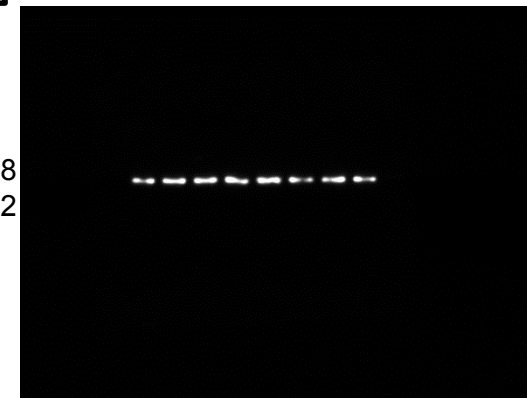

38

Biological Replicate
1 2 3 4
M N R N R N R N R C

ERK 1/2

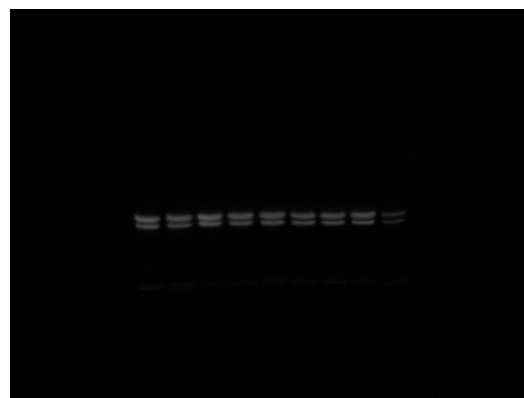

44
42

Biological Replicate
1 2 3 4
M N R N R N R N R C

JNK

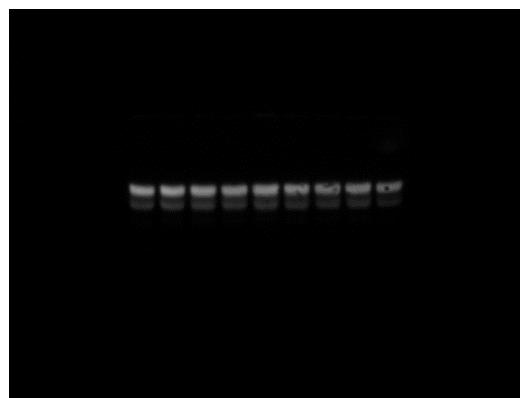

54
46

Biological Replicate
1 2 3 4
M N R N R N R N R C

p38

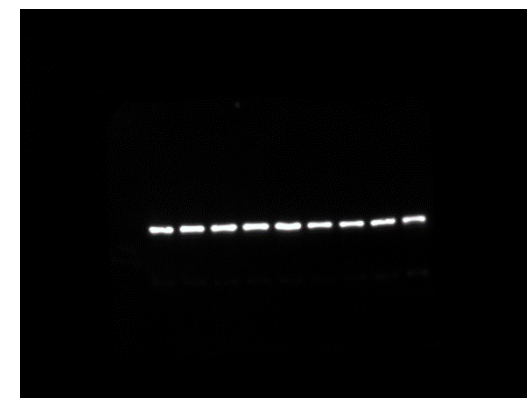

38

Biological Replicate
1 2 3 4
M N R N R N R N R C

GAPDH

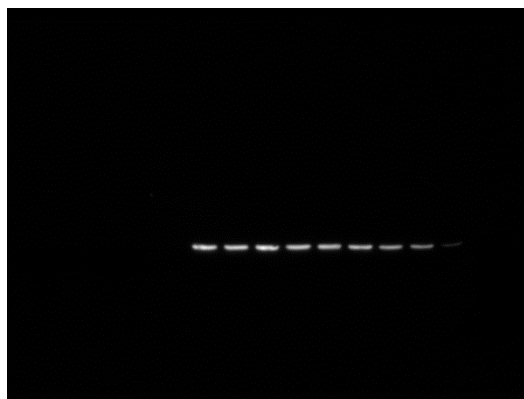

37

Biological Replicate
1 2 3 4
M N R N R N R N R C

GAPDH

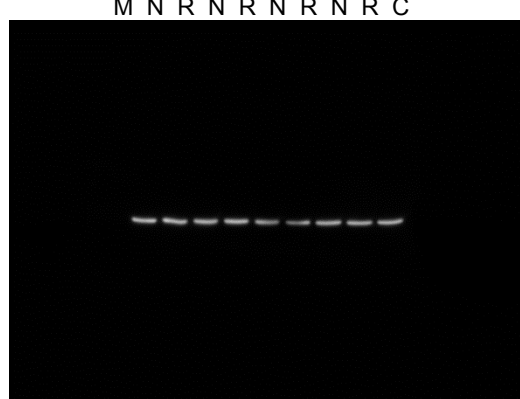

37

Biological Replicate
1 2 3 4
M N R N R N R N R C

GAPDH

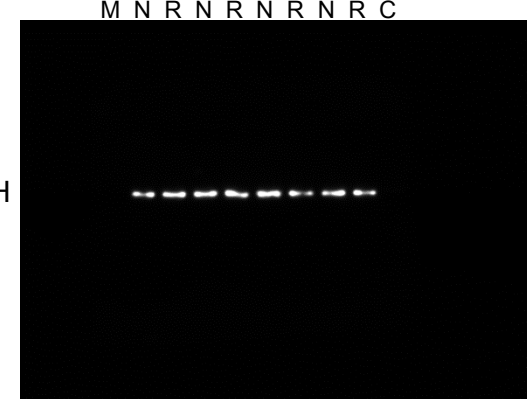

37

A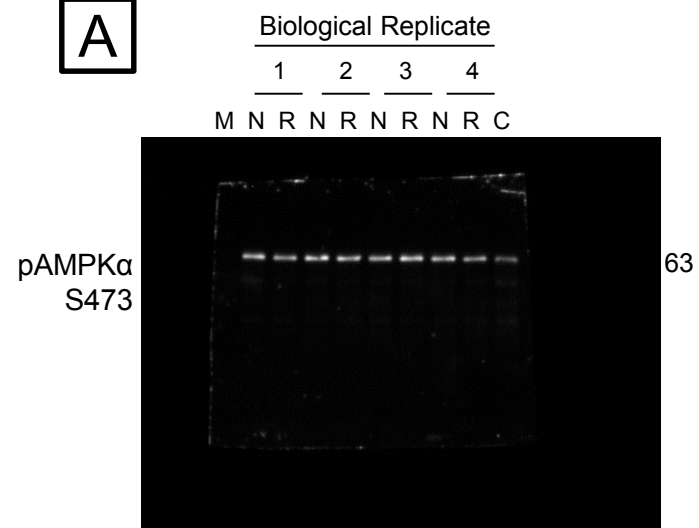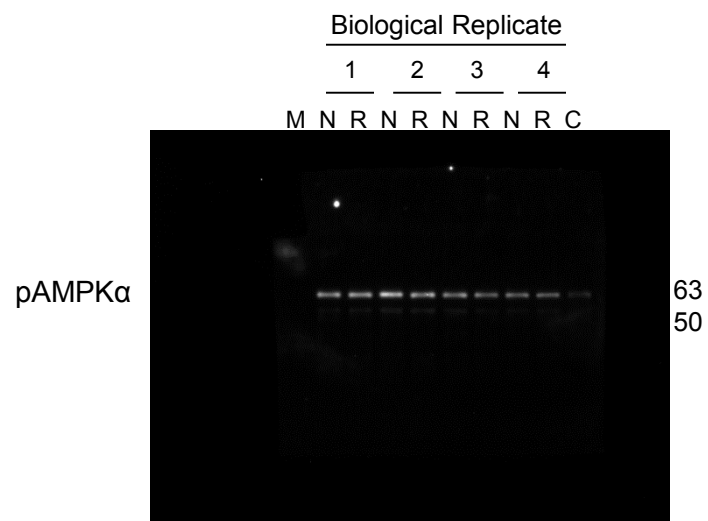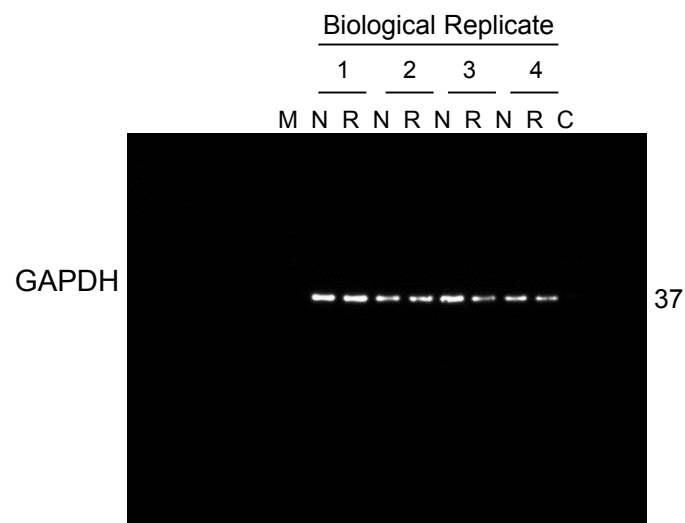**B**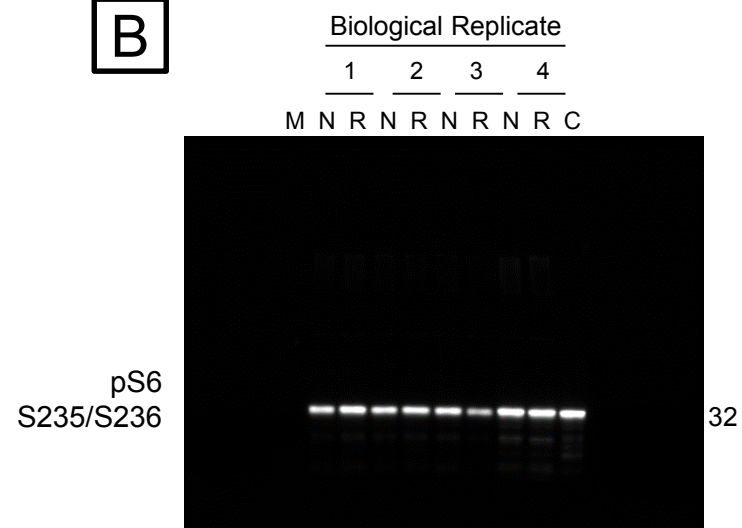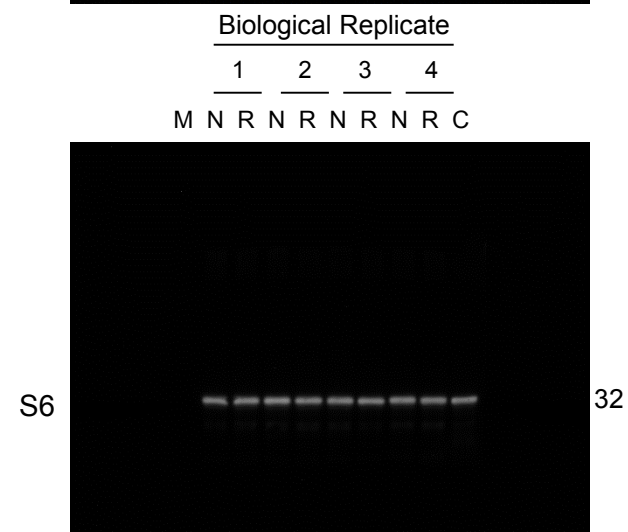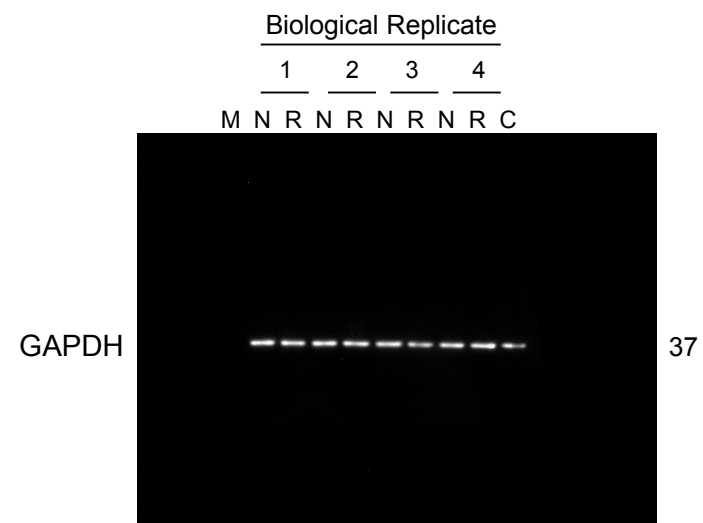

**Supplement:** S5 Fig — Western immunoblot analysis was performed on quadruplicate biological replicates of the non-ischemic (“N”) and reperfused (“R”) lobes at 0.5h of reperfusion and a positive control using an EGF/insulin treated sample (“C”) were added to each blot. Pre-stained molecular weight markers are labeled as M.

How the deposited data were processed for this re-analysis (not part of the article)

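Liver RNA was measured on 39 Affymetrix Rat Transcriptome 1.0 arrays. They came from the reperfused and the non-ischemic lobe of 12 rats, from 12 sham-operated rats and from 3 unoperated rats, with 3 arrays per group and reperfusion times of 0, 0.5, 2 and 6 hr. The lobes of an animal were taken as a pair. Probe sets that vary between animals gave a correlation of 0.14 to 0.84 between the lobes of the 12 animals. Between a lobe and the sham of the same number it was -0.23 to 0.18 for reperfused and -0.21 to 0.1 for non-ischemic lobes, so shams were not paired with lobes. Which lobe of a sham liver was sampled is not stated.

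The authors made the intensity values with Affymetrix Expression Console 1.0, which normalized all arrays together by signal space transformation with RMA (SST-RMA), and deposited them on a linear scale for the 23409 probe sets of coding genes. The deposited values were converted to log2 and not normalized again. Of the probe sets, 19778 carried 1 gene symbol, 419 several and 3212 none. The lists and the named genes used probe sets with 1 symbol, except where the paper's tables name a probe set. On the log2 scale, 10766 probe sets had a mean under 5, where background makes up much of the signal, and 55 had a mean over 19, where the values near saturation. Precision is limited by 3 arrays per group.

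Tests used R 4.3.3 with limma 3.58.1, and Python 3.11.15 for annotation and figures. Probe sets with an interquartile range above the median of 0.258 were tested, 11704 in all. Each comparison was a fit of the 2 compared groups alone, with q-values by the method of Benjamini and Hochberg and a threshold of 0.05. The lobes were compared with each other at each time, each lobe with the 12 pooled shams and with the 3 shams of its time, the 6 hr shams with the other shams, and the pooled shams with the unoperated livers. An F-test of the lobe differences at the 4 times used the 24 lobe arrays. Changes of the lobe difference between times were tested on the differences within animals. Principal components were taken from the centred log2 values of all coding probe sets of the 36 arrays of operated animals. Shares of the sum of squares were tested by 100000 permutations of the times and by all exchanges of the lobes within animals.

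For 32 lists of genes, camera of limma was run over all 23409 probe sets with a preset correlation between genes of 0.01, and again with an estimated correlation. Many lists passed with the preset correlation alone, also in other splits of the same arrays. With the estimated correlation, those that passed were the immediate early genes and the NF-kB targets at 0.5 hr and the NF-kB and HIF targets at 2 hr in the reperfused lobes, and gluconeogenesis and fasting in the 6 hr shams. Counts of list members come from a fit to all probe sets, and counts adjusted over the list alone are given beside them.

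The named genes are, for each comparison, up to 10 with the largest rise (5 in the comparisons among shams and unoperated livers) and up to 5 with the largest fall past the threshold. The arrays of the groups were not to overlap, or, against the pooled shams, all lobe arrays were to lie on the same side of the sham mean. Every gene the paper names was added. The values of the paper's Table 1, S2 Table and S4 Table were seen before this rule was written. Members of the lists with the largest changes are named as well.

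The tests were tested on simulated data with known changes. For the lobes at 0.5 hr, 39.3% of log2 changes of 1, 89.1% of those of 2 and 100% of those of 4 were called. For a lobe against the pooled shams these were 78.5%, 95.8% and 100%. Of 200 log2 changes of 4, 193 were called as a change between times and 195 in the F-test.

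The alternatives were no interquartile range filter, a filter on dim probe sets in its place, quantile normalization of the deposited values, limma with a trend and robust fit, a fit to all 36 arrays of operated animals, other sets of shams, the animal as a block, the unoperated arrays in the principal components, and leaving out each array in turn. An alternative over the probe sets of noncoding genes was not run, because the deposited table holds coding genes only. Antibody arrays, quantitative PCR, transcription factor assays and blots of the paper have no deposited values and were left out. Pathway and upstream regulator analyses of the paper were not repeated, since they rest on a commercial knowledge base.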

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

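The comparisons of this part were set before the results were seen, and Gadd45g was chosen after its values were seen.

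The difference between the reperfused and the non-ischemic lobe of an animal changed between 0.5 and 2 hr for a set of genes, in a direct test of that change. Inhbe, an activin subunit made by hepatocytes, had a lobe difference of 2.70 at 0.5 hr and was lower in the reperfused lobe at 2 hr, a log2 change of -5.04 (standard error 0.388, q-value 0.000799). Bcl2l11, which promotes apoptosis, went the other way, with a change of 2.91 (standard error 0.308, q-value 0.00433). Gadd45g, a gene of the stress response, changed by -3.04 (standard error 0.343, q-value 0.00594), from 2.00 to -1.04. In all, 108 probe sets passed, 65 with a change upward and 43 downward, and 1423 had an unadjusted p under 0.05. The count depends on the model: it was 11 with trend and robust, 15 without the animal as a block, 60 with no interquartile range filter, 84 with quantile normalization and 129 with the filter on dim probe sets. Of the 108, 80 had lobe differences of opposite signs at the 2 times, and in 3 both differences exceeded 1. Leaving out 1 animal gave 32, 68 and 35 without 0.5 hr replicates 1, 2 and 3, and 64, 64 and 63 without 2 hr replicates 1, 2 and 3. The 6 animals make 10 splits, too few for a share under 0.05, and the highest other split called 0 probe sets against the real 108 (1 of 10 splits). Between 2 and 6 hr, limma called 0 probe sets, with 909 at an unadjusted p under 0.05, and the highest other split called 0 (10 of 10 splits as large).

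The paper does not report on the 3 unoperated livers, and the sham-operated livers differed from them. Upp2, a uridine phosphorylase of the liver, was higher in the pooled shams by a log2 fold change of 5.56 (standard error 0.936, q-value 0.00575) and Sds, which deaminates serine, by 4.59 (standard error 1.04, q-value 0.0289). Osgin1, a target of NRF2, fell by 3.37 (standard error 0.445, q-value 0.00165) and the thymidine kinase gene Tk1 fell by 2.67 (q-value 0.0152). In all, 66 probe sets were higher and 197 lower in the pooled shams, 263 together, with 1993 at an unadjusted p under 0.05. Of 22 glucocorticoid-responsive genes, 6 were higher (adjusted p = 0.129 with an estimated correlation), of 25 genes of gluconeogenesis and fasting 3 were higher, and of 27 NRF2 targets 3 were lower. Without unoperated replicates 1, 2 and 3 the count was 16, 82 and 94. Of 100 splits of the 15 arrays, 2 gave as many calls, the real split included. This share under 0.05 was not adjusted over the comparisons and does not exclude chance. The highest other split, of the 3 shams of 2 hr against the rest, called 505, which points to a structure of the sham arrays by time. Whether the operation, the anesthesia or the hour of sampling set these groups apart was not tested.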

How the results depend on the processing

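The alternatives of the calls between times, the mean t of a list, the 6 hr lobes without 1 animal, the lists without 1 lobe array and with the block over filtered probe sets, and the signs with divided shams were tests chosen only after the results were seen. Limits come first. With 3 arrays per group, single arrays moved most counts, dim probe sets carry little signal over background (10766 had a mean log2 under 5), and the choice of shams changed the counts against shams more than the filter or the normalization did at 2 hr. The alternative over all probe sets was not run. In each case below the cause was not tested, apart from settings that leave out arrays or probe sets, which change what is tested.

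Among results for named genes with 1 array left out, 7505 kept their direction and side of the threshold, 391 lost the call and 54 gained it. With quantile normalization these were 635, 9 and 2, with trend and robust 633, 13 and 0, with the filter on dim probe sets 629, 14 and 2, with no interquartile range filter 613, 44 and 1, with 1 fit over 36 arrays 565, 22 and 39, with the animal as a block 170, 0 and 20, with shams without those of 6 hr 394, 26 and 16, and with shams of the same time only 365, 52 and 15. The lists kept their call in 158 cases and lost it in 130 with an estimated correlation. Quantile normalization lowered the share of higher probe sets in the reperfused lobes at 6 hr from 68.2% to 55.5%, and against the shams of 6 hr from 62.5% to 46.3%.

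With the animal as a block, the calls between the lobes were 114 at 0.5 hr and 216 at 2 hr, and the F-test over all times gave 245. With the block and shams of the same time, the counts were 908, 78 and 1316 in the reperfused lobes at 0.5, 2 and 6 hr and 0, 1015, 0 and 1183 in the non-ischemic lobes at 0, 0.5, 2 and 6 hr, by limma. Without the block, the change between 0.5 and 2 hr was called for 15 probe sets, and with trend and robust for 11. With trend and robust the non-ischemic lobes of 2 hr against the shams of 2 hr gave 2.

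With no interquartile range filter, 3 probe sets differed between the lobes at 2 hr, 3 and 2 were called at 0 hr in the reperfused and non-ischemic lobes, 88 in the non-ischemic lobes at 0.5 hr, 0 at 2 hr against the shams of 2 hr, and 60 changed between 0.5 and 2 hr. The share called in both lobes was then 15.9%, 48.2% and 61.6% at 0.5, 2 and 6 hr, and 86.2% of probe sets were called at 1 time. A filter on dim probe sets gave 5 and 2 at 0 hr in the reperfused and non-ischemic lobes and 0 in the non-ischemic lobes of 2 hr against the shams of 2 hr. Quantile normalization gave 2 in the non-ischemic lobes at 0 hr and a share of 71.6% at 6 hr.

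In 1 fit over 36 arrays, 33 probe sets differed between the lobes at 2 hr, 94 and 436 were called in the reperfused lobes at 0 and 0.5 hr and 148 and 419 in the non-ischemic lobes. The share called in both lobes was 37.8% at 0.5 hr and 60.9% at 2 hr, and 78.6% were called at 1 time. An F-test over all 8 groups called 4928. Probe sets scaled to unit variance put 15.1% of the variance in the first component.

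Shams without those of 6 hr gave 1 and 111 in the reperfused lobes at 0 and 0.5 hr, 2 and 71 in the non-ischemic lobes, shares of 50.8% and 74.7% at 2 and 6 hr and 85.3% called at 1 time. With shams of the same time only, the counts were 1339, 204 and 2201 in the reperfused lobes at 0.5, 2 and 6 hr and 0, 1407, 1 and 1781 in the non-ischemic lobes at 0, 0.5, 2 and 6 hr. The shares were 69.4%, 0.49% and 58.4%. Against these shams some log2 fold changes reversed at 6 hr: Atp1b1 was higher by 1.00 in the reperfused and by 1.03 in the non-ischemic lobes (1.03 with the block as well), and Gadd45a by 0.78 and Coq10b by 0.71 in the non-ischemic lobes. Among lists, the median reversed to 0.101 and 0.110 for ribosome biogenesis in the reperfused and non-ischemic lobes at 0.5 hr and to 0.323 for immediate early genes and 0.063 for glucocorticoid-responsive genes in the reperfused lobes at 6 hr. The direction of the camera test turned while the median kept its sign for acute phase proteins in the reperfused lobes at 0.5 hr (median -0.082 and then -0.015) and for fatty acid oxidation and PPARa targets at 6 hr in the reperfused (0.144 and then 0.587) and non-ischemic lobes (0.287 and then 0.443).

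With an estimated correlation, 0 lists passed between the lobes at 0.5, 2 and 6 hr and 0 in the non-ischemic lobes at these times, and 2, 2 and 0 passed in the reperfused lobes. With the preset correlation instead, 11 lists passed in the reperfused lobes against the shams of 0.5 hr. With the preset correlation and the animal as a block, 12 passed between the lobes at 6 hr. Ranking the mean t of a list among 100 splits gave 12 lists in the reperfused and 12 in the non-ischemic lobes at 0.5 hr. Between the 6 hr lobes, limma called 0 probe sets without animal 1 and 0 without animal 3, against 247 at an unadjusted p under 0.05 with all animals.

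Leaving out 1 array gave these ranges. Between the lobes the count was 0 to 10 at 0 hr, 8 to 16 at 0.5 hr, 0 to 6 at 2 hr and 0 to 0 at 6 hr. For the reperfused lobes against pooled shams it was 0 to 111, 82 to 249, 609 to 1930 and 2322 to 3562 at 0, 0.5, 2 and 6 hr, and for the non-ischemic lobes 1 to 51, 29 to 253, 253 to 2250 and 1178 to 3091. Against shams of the same time it was 411 to 1241, 63 to 95 and 568 to 3219 in the reperfused and 541 to 1237, 0 to 24 and 211 to 2389 in the non-ischemic lobes at 0.5, 2 and 6 hr. The 6 hr shams gave 541 to 1464 and the unoperated livers 16 to 321. The share called in both lobes was 14.9% to 27.2% at 0.5 hr, 21.6% to 55.2% at 2 hr and 35.9% to 74.3% at 6 hr, the F-test gave 1 to 19, the change between 0.5 and 2 hr 32 to 68 and between 2 and 6 hr 0 to 0, and the first component 23.8% to 26.4%.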

Differences from the paper's values

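No test of this part was chosen only after the result was seen, apart from the match of the S2 Table's 0 hr sheet with each set of shams and the lists without 1 array and with the block over filtered probe sets. Counts are set beside the paper's at its stated q-value under 0.05.

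For the lobes at 2 hr, the paper gives 31 probe sets, and 13 passed here. Of the alternatives set before the data were examined, 1 fit over 36 arrays gave 33, within the range of the paper's value. No interquartile range filter (3), the filter on dim probe sets (9), quantile normalization (10), trend and robust (11), the animal as a block (216) and leaving out any 1 array did not.

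For the non-ischemic lobes at 0 hr, the paper gives 34 annotated genes, and 4 passed here. Leaving out non-ischemic 0 hr replicate 3 gave 51, within the range, and no other alternative set before then came within it: 1 fit over 36 arrays gave 148, trend and robust 3, and no interquartile range filter, the filter on dim probe sets, quantile normalization and shams without those of 6 hr 2 each. Shams of 0 hr only gave 0 by limma, with the animal block as well. The 44 fold changes that the S2 Table lists for this comparison equal those against the 3 shams of 0 hr, to 4.5e-06 on the log2 scale, and differ from those against the 12 pooled shams by 0.17 in the median. With those 3 shams, 0 of the 44 passed (lowest q-value 0.252), and all 44 had an unadjusted p under 0.05.

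For the reperfused lobes at 0 hr, the paper gives 2 genes, and 0 passed here by limma, with 1757 at an unadjusted p under 0.05. No interquartile range filter gave 3, within the range, and leaving out reperfused 0 hr replicate 1 or sham 0 hr replicate 2 gave 2. The filter on dim probe sets (5) and 1 fit over 36 arrays (94) gave more, and leaving out reperfused 0 hr replicate 3 gave 111. Quantile normalization, trend and robust, and shams of 0 hr only gave 0, and shams without those of 6 hr gave 1. Of the paper's genes, Cox8a passed with no interquartile range filter (q-value 0.0127) and both Cox8a and Fos passed with the filter on dim probe sets (q-values 0.0351 and 0.0372).

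For the non-ischemic lobes at 0.5 hr, the paper's S2 Table lists 251 probe sets, and 137 passed here. Leaving out sham 0 hr replicate 3 gave 253, within the range, and leaving out sham 2 hr replicate 1 or sham 2 hr replicate 3 also came within it. No interquartile range filter (88), the filter on dim probe sets (137), quantile normalization (141), trend and robust (133), 1 fit over 36 arrays (419), shams without those of 6 hr (71), shams of 0.5 hr only (1407) and the animal block with those shams (1015) did not come within it.

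For the principal components, the paper gives 14.7% and 11.1% of the variance for the first and second, and they held 25.6% and 19% here. With probe sets scaled to unit variance they held 15.1% and 11.5%, within the range. With the unoperated arrays included they held 23.4% and 21.5%, and with filtered probe sets only 27.3% and 20.2%, outside it.

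On scale, the paper's largest fold changes at 2 and 6 hr in the reperfused lobes, 5.1 and 4.8, match the log2 fold changes here, 5.10 and 4.77. At a fold over 10 on the linear scale, 23 probe sets rose at 0.5 hr, 11 at 2 hr and 12 at 6 hr.

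Some statements went another way here. The paper places none of the leading genes of 0.5 hr among the calls of later times. Fos, Fosb, Egr2 and Nfkbiz passed in the reperfused lobes at 2 hr (q-values 0.0376, 0.00152, 0.0362 and 0.01), although none of them did against the shams of 2 hr alone. Against the latter Btg2 and Tnfaip3 passed (q-values 0.0229 and 0.0175), and the probe set that Rgs1 shares with another gene passed against both groups of shams. The S2 Table of the paper itself lists Fosb, Rgs1 and Nfkbiz in the reperfused lobes at 2 hr.

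The paper places the wound healing genes of 2 hr in the reperfused lobe alone and finds them gone at 6 hr. Of 46 genes of the extracellular matrix and cytoskeleton, 18 were higher in the reperfused and 8 in the non-ischemic lobes at 2 hr, and 14 in the reperfused lobes at 6 hr. Without reperfused 6 hr replicate 3, a setting chosen after the values were seen, the 14 were 4. Other settings go with the paper at 2 hr: the 8 were 2 without non-ischemic 2 hr replicate 1 or 2. With the animal as a block over filtered probe sets, 7 of 40 members were higher in the reperfused than in the non-ischemic lobe. Against the shams of 2 hr alone the 8 were 0. That comparison called 1 of 11704 probe sets of any gene, so its 0 does not bear on these genes. The list is not the paper's. The paper also draws on antibody arrays of phosphorylation at 2 hr, which were not examined here.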

Other observations

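The tests of ischemia or reperfusion, of the feeding state, of exchanged animals and of the markers of cell types over all 5 lists and the lists without 1 array were chosen only after the results were seen. Chac1, Sik1, Gadd45b and Noct had large rises in the non-ischemic lobes at 0.5 hr. Chac1, which degrades glutathione, was higher than in the pooled shams by a log2 fold change of 7.02 (standard error 1.39, q-value 0.021), Sik1, a kinase under cAMP control, by 4.32 (standard error 0.922, q-value 0.0321), Gadd45b, a gene of the stress response, by 4.08 (standard error 0.486, q-value 0.000256) and Noct, a deadenylase with a daily rhythm, by 3.62 (standard error 0.641). Gadd45b was called in the reperfused lobes as well, and most probe sets called in the non-ischemic lobes only had a fold change of the same sign there. Without non-ischemic 0.5 hr replicates 1, 2 and 3 the calls there were 29, 37 and 78, and without sham 0 hr replicate 3 they were 253.

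At 2 hr, some NF-kB targets and stress genes were higher than in the pooled shams in each lobe. Of 32 NF-kB targets, chemokines and cytokines, 10 were higher in the reperfused lobes (15 when adjusted over the list alone, adjusted p = 0.00959 with an estimated correlation) and 8 in the non-ischemic lobes (10 when adjusted over the list alone, adjusted p = 0.064 with an estimated correlation). Of 23 interferon genes 4 and 2 were higher, of 27 NRF2 targets 5 and 3, of 20 heat shock genes 5 and 4, and of 19 p53 targets 4 and 4. Of 18 endothelial markers 4 and 3 were lower. Of these lists, the NF-kB targets in the reperfused lobes alone passed with an estimated correlation at 2 hr. Without non-ischemic 2 hr replicates 1 and 2, the NF-kB targets higher in the non-ischemic lobes were 1 and 3. At 6 hr, 9 of the NF-kB targets were higher in the reperfused (1 without reperfused replicate 3) and 5 in the non-ischemic lobes (1 without non-ischemic replicate 1), and of 17 Kupffer cell markers 3 were lower in the non-ischemic lobes. No list of this paragraph passed with an estimated correlation at 6 hr.

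In the lobes of operated animals, genes of fatty acid synthesis such as Scd were low and PPARa targets high against most shams. The index of the former minus the latter lay between -3.99 and -2.22 in the 24 lobes, and 4 of the 12 shams lay within that range, which speaks against ischemia or reperfusion as the whole cause. The lobes of 0 hr, before any reperfusion, already lay at -3.82 to -2.86, and those of 6 hr at -2.65 to -2.22. Quantile normalization changed the gap between shams and lobes by 0.073%. The deposited values had already been normalized together, so this step could move the gap little and cannot decide whether normalization was a cause. The feeding state before surgery is a candidate explanation that cannot be told apart from others: among the 8 shams above the range of the lobes the index had a Spearman rho of 0.33 with the gluconeogenesis list (exact permutation test, p = 0.428). This test replaced a correlation over all 12 shams (rho -0.524, -0.622 with the gene of both lists kept, and -0.667 over the 9 earlier shams), which had met the rule first set for the feeding state and was set aside after it had been seen, because the shams form separate clusters along the index itself.

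At 6 hr, damage and chemokine genes such as Ccl3 were high in the reperfused lobe of animal 3 and in the non-ischemic lobe of animal 1. Along the lobe differences of the 9 earlier animals (207 probe sets), animal 1 scored 0.02 and animals 2 and 3 scored 0.15 and 0.49. The earlier animals scored 0.29 to 0.80, but the probe sets had been chosen from these same animals. With probe sets chosen from the other earlier animals each time, they scored 0.16 to 1.03. An exchange of the lobes of animal 1 cannot be told apart from a faded difference. The array of the reperfused lobe of animal 3 had the largest spread of relative log expression of the 39 arrays, 0.194 against 0.171 in the next, as lower array quality would give. A lower share of hepatocytes would raise the markers of other cell types alike, and it cannot be told apart from other explanations: the medians were -0.02 for Kupffer cells, 0.12 for endothelial cells, 0.20 for lymphocytes, 0.22 for stellate cells and 0.75 for cholangiocytes (highest minus lowest 0.77, standard error 0.25), 5 tests over all 83 genes of these lists disagreed (permutation test, p = 0.0623 by ranks and 0.103 by weighted medians, and by chi-square approximation 0.0659 by ranks and 0.0177 or 0.107 by weighted medians, depending on the standard error), and the pericentral and periportal hepatocyte markers lay at -0.95 and -0.21. Damage that differed between animals stays open as a biological explanation and was not tested.

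Clock genes such as Dbp and Bmal1 differed between the 6 hr lobes and the 6 hr shams in animals 1 and 2, with Dbp spread over 6.11 log2 units. Animal 3 lay near the shams in these genes. Dbp was 11.24 and 10.44 in its lobes, 5.72 to 7.20 in the lobes of animals 1 and 2 and 10.71 to 11.83 in the shams. Per2 was higher in the lobes of all animals (6.93 to 8.20) than in these shams (6.24 to 6.56). An exchange of whole animals between groups would keep the lobes of an animal together, so comparing these lobes cannot detect it. If single lobes had been exchanged, the lobes given as 1 animal would differ as much as lobes of different animals. The ratio of the differences within and between animals was 0.39, and 0.30 to 0.55 without 1 animal. With 3 animals, this ratio cannot tell an exchange of single lobes apart from other explanations. The rule for that range was set after the ratio had been seen. Quantile normalization changed the range of Dbp by -0.095%. On values that had already been normalized together it could move this range little, so it cannot decide whether normalization was a cause. The paper places the surgeries in mid-morning, which gives the hour of sampling only roughly, and this stays open as untested.

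Other splits of the same arrays were counted for each comparison. Their shares were not adjusted over the comparisons. Arrays that are structured by time are not freely exchangeable, so a share under 0.05 argues against chance but does not exclude it. For the reperfused lobes against the pooled shams, no other split reached the real count at 0.5, 2 and 6 hr. The real counts were 191, 1493 and 3426, and the highest of the other splits gave 2, 7 and 9 (1 of 100 splits as large each time). At 0 hr the real count was 0 by limma, with 1757 at an unadjusted p under 0.05, and all 100 splits were as large, the highest with 1419. For the non-ischemic lobes the share of splits as large was under 0.05 at 0 hr (4, highest other 1508, 2 of 100 splits), 0.5 hr (137, highest other 1695, 2 of 100), 2 hr (1636, highest other 6, 1 of 100) and 6 hr (2949, highest other 163, 1 of 100). The splits with 1419, 1508 and 1695 calls put the 3 shams of 6 hr against the other arrays, which points to a structure of the shams by time. The 6 hr shams gave 1355 against 356 in the highest other split, of the 3 shams of 2 hr, so that 1 of 100 splits was as large. The F-test over all times gave 31, and 3 of 100 splits were as large (highest other 60), which does not exclude chance. Without lobe replicates 1, 2 and 3 the F-test gave 3, 1 and 19, and the counts for the non-ischemic lobes at 0 hr reached 51 without non-ischemic replicate 3.

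Comparisons of 3 against 3 arrays make 10 splits, too few for a share under 0.05. Between the lobes the real counts were 0, 18, 13 and 0 at 0, 0.5, 2 and 6 hr by limma (181, 621, 881 and 247 at an unadjusted p under 0.05), and the highest other splits gave 0, 0, 0 and 1, with 10, 1, 1 and 10 splits as large. Against the shams of the same time the reperfused lobes gave 1339, 204 and 2201 (highest other 0, 1 and 0), and the non-ischemic lobes 1407, 1 and 1781 (highest other 1, 1 and 3). The numbers of lists passing with the preset correlation between the lobes were 16, 8 and 6 at 0.5, 2 and 6 hr, with 17, 14 and 18 in the highest other split and 4, 9 and 10 splits as large.

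For lists against the pooled shams with the preset correlation, the share of splits as large was under 0.05 in the reperfused lobes at 0.5 hr (22 lists, highest other 21, 1 of 100 splits) and 2 hr (17, highest other 18, 3 of 100) and in the non-ischemic lobes at 0.5 hr (20, highest other 20, 2 of 100). The share was larger, as chance would give, in the non-ischemic lobes at 2 hr (12, highest other 17, 29 of 100) and at 6 hr in the reperfused (16, highest other 21, 13 of 100) and non-ischemic lobes (17, highest other 21, 10 of 100).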
